# LuxR402 of *Novosphingobium* sp. HR1a regulates the correct configuration of cell envelopes

**DOI:** 10.3389/fmicb.2023.1205860

**Published:** 2023-07-27

**Authors:** Ana Segura, Lázaro Molina

**Keywords:** LuxR, flocculation, membrane envelop, nutrient starvation, stress

## Abstract

Although there is some evidence to suggest that LuxR-solo proteins participate in inter-species or even inter-kingdom communication, most of the LuxR-solo protein functions are unknown. We have characterized the LuxR402 regulator of *Novosphingobium* sp. HR1a, a bacterial strain with the ability to establish high numbers in the plant rhizosphere and able to degrade a wide range of polycyclic aromatic hydrocarbons. LuxR402 controls the aggregation state of the bacterial culture; cultures of a mutant strain lacking this regulator flocculate in less than 3 h without agitation. We have demonstrated that the bacterial surface of the mutant is highly hydrophobic and that the mutant cells assimilate sugars slower than the wild-type. The flocculation mechanism has been demonstrated to be involved in the survival of the strain under unfavorable conditions; the *luxR402* gene is repressed and produces flocculation in the presence of salicylate, a substrate that, although being assimilated by *Novosphingobium*, is toxic to cells at high concentrations. The flocculation of cultures in industrial setups has mainly been achieved through the addition of chemicals; these studies open up the possibility of controlling the flocculation by regulating the level of expression of the *luxR402* gene.

## 1. Introduction

Regulatory proteins of the LuxR family have been extensively studied in bacterial quorum sensing (Fuqua et al., 1994; Fuqua, 2006; Papenfort and Bassler, 2016). *luxI* and *luxR*, which encode the synthetase of the acyl-homoserine lactone, and the regulator, respectively, are frequently sequentially encoded in the bacterial chromosome (Smith and Ahmer, 2003). However, approximately 75% of the *luxR* genes annotated in the data bases in proteobacteria correspond to *luxR* solos (Hudaiberdiev et al., 2015). There is some evidence that points toward the participation of LuxR-solo proteins in inter-species and even inter-kingdom communication, but most of the LuxR-solo protein functions are unknown (Fuqua and Greenberg, 2002; Subramoni and Venturi, 2009; Brachmann et al., 2013; Brameyer et al., 2014; Bez et al., 2021).

*Novosphingobium* sp. HR1a is able to degrade low-, medium- and high-molecular weight polycyclic aromatic hydrocarbons (Segura et al., 2017), and it has shown excellent potential for rhizoremediation (Molina et al., 2021). Furthermore, this strain is able to grow in marine media (Segura et al., 2017). The ability to confront changing environments has been correlated with the number of transcription regulators in the genome (Cases et al., 2003), as these environmental bacteria have to co-ordinate the responses toward different inputs, such as temperature, oxygen tension, the presence of other organisms, antimicrobial compounds and others. In *Novosphingobium* sp. HR1a genome, 8 genes have been annotated as putative LuxR regulators in RAST server (Aziz et al., 2008), but the involvement of most of them in bacterial physiology remains unknown. Genes HWN72_19575 and HWN72_19576 are closely related to the genes encoding the canonical LuxR and LuxI proteins respectively, whilst LuxR874 (HWN72_04325) has recently been involved in plant-bacteria interactions, affecting clover root development and root colonization (Molina et al., submitted). During a preliminary screening of the phenotypes associated with the other LuxR-solos in *Novosphingobium* sp. HR1a, we observed that the knockout mutant in the *luxR*-like gene HWN72_01945 (named here *luxR402*) flocculated faster than the wild-type when cultures are in repose, without agitation. Because of the relevance of flocculation in biotechnological processes, we carried out a detailed analysis of this mutant. Our starting hypothesis is that cells of the *luxR402* knockout mutant should have their surfaces altered allowing cellular aggrupation. As LuxR402 is a regulator of the *luxR*-solo family, we thought that phenotypes, normally associated with quorum sensing (QS) regulation (i.e., motility on different surfaces), should be different between the mutant and the wild-type strains. *Novosphingobium* sp. HR1a has been described as a good colonizing strain of clover roots, and therefore, we studied if vegetal compounds, previously identified in root exudates, have an effect on growth or in the expression of the *luxR402* gene. Therefore, through hydrophobicity test, microscopy analysis, and proteomic as well as motility tests, we showed that the mutant strain has an altered cellular surface. We used transcriptomic analysis to determine the physiological status of the *luxR402* knockout mutant, identifying that the carbohydrate assimilation pathway and TCA cycle were affected in the mutant. Accordingly, the mutant presented poorer growth than the wild-type when growing with different carbon sources. Our results indicated that LuxR402 regulates the ability of *Novosphingobium* sp. HR1a to aggregate under stressful conditions as a defense mechanism against some environmental cues.

## 2. Results

### 2.1. The flocculation phenotype of the *luxR402* knockout mutant is correlated with an altered cellular morphology and surface

In liquid cultures the *Novosphingobium* sp. HR1a knockout mutant in HWN72_01945 (named *luxR402*) formed aggregates and these aggregates flocculated both in LB rich media and in M9 minimal medium with glucose as the only carbon source when the cultures were maintained without agitation. This phenotype was observable since the exponential phase of growth but became clearer after reaching the late exponential and stationary growth phase (Figure 1A). The phenotype is evident after 3 h of standstill. To demonstrate that the phenotype was specifically determined by LuxR402, we cloned the HWN72_01945 gene into the pBBRMCS5 vector (Kovach et al., 1995) under the *lacZ* promoter and we introduced the resultant plasmid into the wild-type and *luxR402* mutant strains. The complemented mutant did not flocculate as fast as the mutant (Figure 1B), although it still flocculated faster than the wild-type (not shown). Therefore, we were able to specifically assign the flocculation phenotype to the absence of a functional LuxR402.

**Figure 1:**
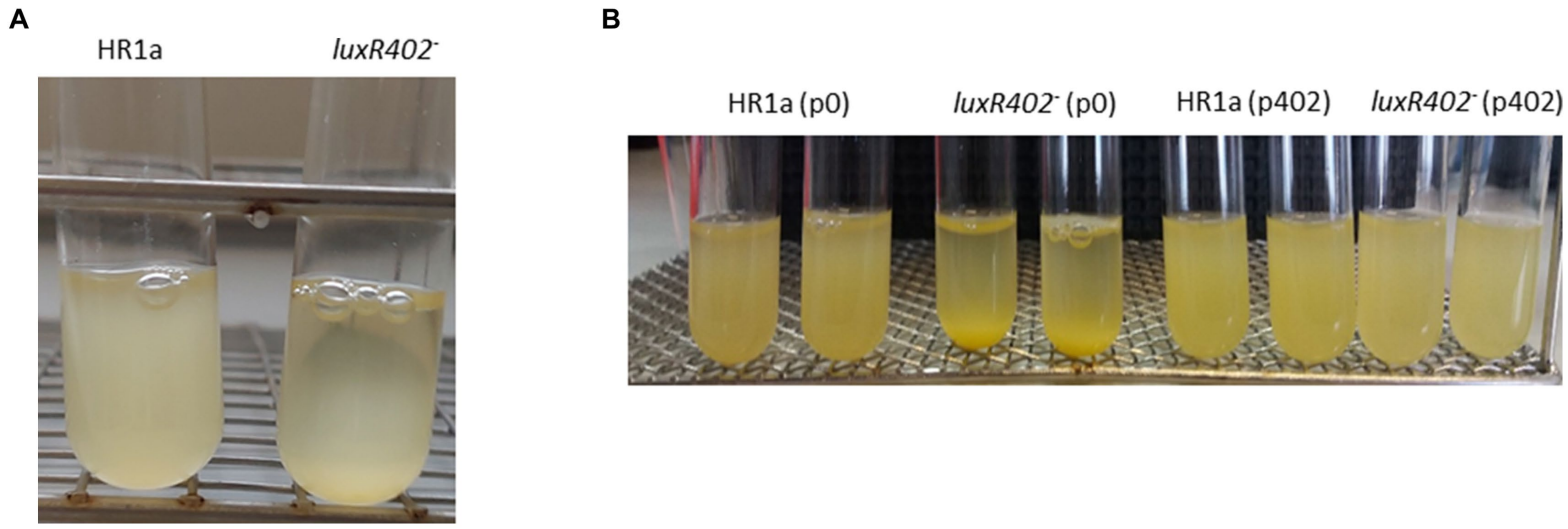
**(A)** Flocculation of *Novosphingobium* sp. HR1a *luxR402* knockout mutant in cultures grown overnight in M9 minimal medium plus glucose. The photograph was taken after 3 h without shaking. **(B)** Complementation of the *luxR402* knockout mutant phenotype. Cultures of the wild-type and mutant strains with the empty plasmid pBBR1MCS-5, HR1a (p0) and 402 (p0) respectively, and cultures of the wild-type and mutant strains with the plasmid containing *HWN72_01945*, HR1a (p402) and 402 (p402), respectively, were grown in LB media up to the stationary phase of growth. The photographs were taken 3 h after the agitation was stopped.

Colonies of *Novosphingobium* sp. HR1a grown in plates with M9 minimal medium plus glucose had a mucoid aspect that was less visible in the *luxR402* knockout mutant (Figure 2A). Furthermore, the cellular mass in *Novosphingobium* sp. HR1a colonies was slippery when manipulated, whilst in the mutant strain it was stickier. These results suggest that LuxR402 was involved in the polysaccharide production. In an attempt to characterize the nature of the polysaccharide, we added Congo red to the plates, a dye that binds to some β-D-glucans, dyeing the colonies with an intense red color. As shown in Figure 2B, the wild-type colony did not take on a strong red color and the mutant strain presented only a slightly more intense red color, suggesting that β-glucans were not the main exopolysaccharides in any of the strains. Neither *Novosphingobium* sp. HR1a nor the *luxR402* knockout mutant swam in 0.3% agar plates (not shown). Typical swarming was not observed in the wild-type strain when grown in 0.5% agar plates, although the mutant colony presented a smaller diameter than the wild-type (Figures 2C,D). Twitching and biofilm formation after twitching was more evident in the wild-type than in the mutant strain (Figures 2E,F).

**Figure 2:**
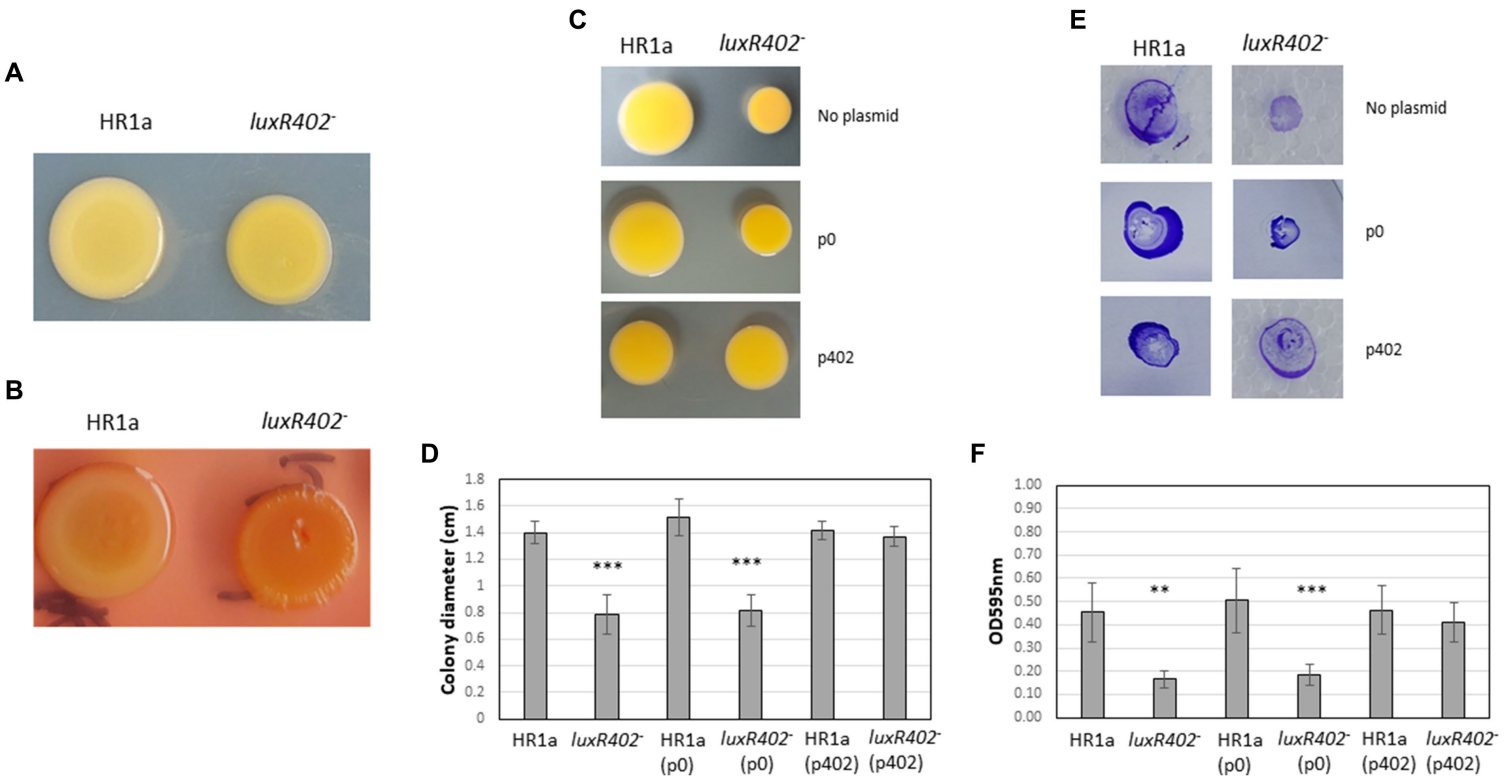
**(A)** Aspect of colonies resulting of the drop sampling of *Novosphingobium* sp. HR1a (HR1a) and of the *luxR402* mutant (402) cultivated in minimal medium M9 containing glucose as the only carbon source after 4 days at 30°C. **(B)** Aspect of the colonies in presence of Congo red under similar conditions. **(C)** Aspect of the colonies after growing for 5 days in 0.5% agar plates (swarming). **(D)** Size of the colonies (diameter) of the wild-type HR1a and mutant (luxR402) strains carrying the empty plasmid p0, or the plasmid with the *luxR402* gene (p402), after growing in 0.5% agar plates for 5 days in 0.5% agar plates. **(E)** Aspect of the colonies after growing of 5 days in 1% agar plates (twitching) upper part and the biofilm that was formed after twitching, stained with crystal violet. **(F)** Optical density measured at 595 nm of the biofilms, formed after twitching, of the wild-type (HR1a) and mutant (*luxR402^–^*) strains and the strains carrying the empty plasmid (p0) and the plasmid carrying the *luxR402* gene (p402). Asterisks indicate statistically differences between the wild-type and the other strains (***p ≤ 0.001, **p ≤ 0.01, *n* = 4–7).

When the wild-type and *luxR402* mutant strains were analyzed under scanning microscopy, we observed that while the cells of *Novosphingobium* sp. HR1a presented the typical bacillary morphology, the mutant cells presented a coccoid morphology (Figure 3). The cells of mutant *luxR402^−^* were visualized as aggregates whilst wild-type cells were observed as independent units that, in many cases, were under division, suggesting that they were actively growing. Furthermore, in the mutant strain, cell size was smaller, extracellular material could be observed adhered to the cell envelop, whilst in the wild-type strain appendages (probably pili and/or fimbriae) could be seen.

**Figure 3:**
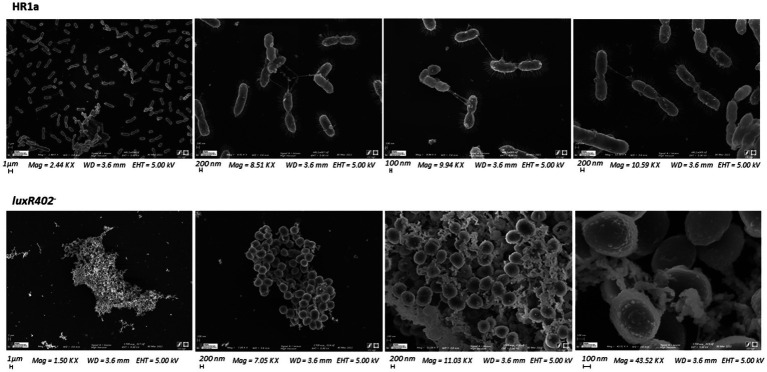
Scanning microscopy photographs of the wild-type and *luxR402* knockout mutant strains after being cultivated in liquid M9 minimal medium plus glucose up to the exponential phase of growth.

To study the hydrophobicity of the cellular surfaces, we analyzed the bacterial adhesion to the hydrocarbons (BATH). After exposition to *n*-hexane, most of the mutant cells remained in the interphase between the water and organic solvent layers, whereas most of the wild-strain cells remained in the water layer (Figure 4), indicating that cells from *Novosphingobium* sp. HR1a were more hydrophilic (BATH = 22 ± 9.5%) than those of the *luxR402* knockout mutant (BATH = 86.7 ± 2.7%).

**Figure 4:**
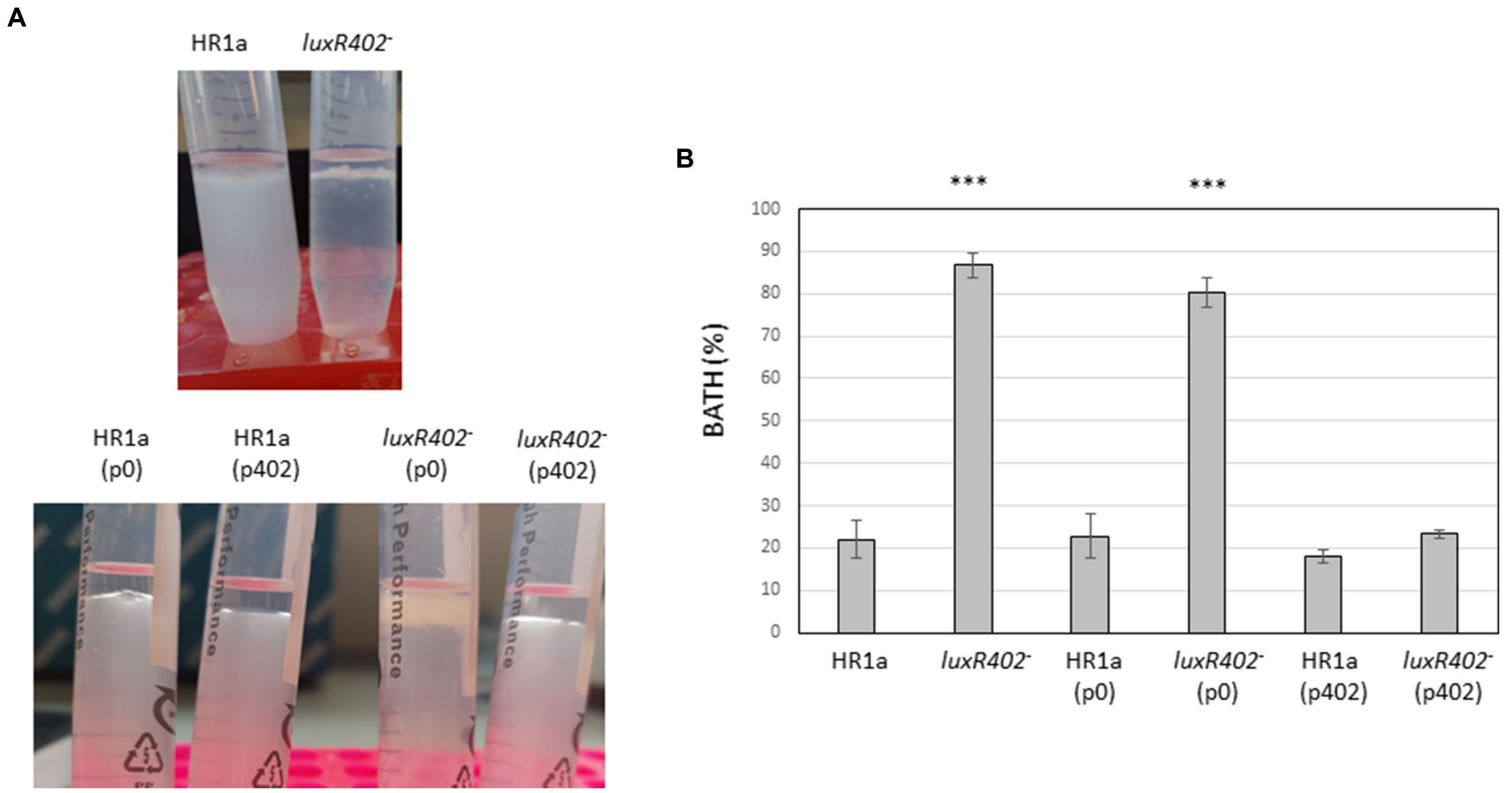
**(A)** Photograph of the cultures after being exposed to *n*-hexane 10 min after agitation. **(B)** BATH values in the wild-type and mutant strains and in the strains carrying the empty plasmid p0 and the plasmid encoding the *luxR402* gene (p402). ***indicate statistically differences between the wild-type and the other strains (*p* ≤ 0.001; *n* = 4).

All these phenotypes indicate that LuxR402 has an important role in the reduction of the flocculation, in the cellular and colony morphology and in external surface hydrophobicity in *Novosphingobium* sp. HR1a.

### 2.2. The lack of LuxR402 modifies the protein content of the cell surface of *Novosphingobium* sp. HR1a

Given the cell surface differences that we observed between the wild-type strain and the *luxR402* knockout mutant, we carried out a proteomic analysis to identify secreted proteins or proteins attached to the outer membrane, by analyzing the proteins released to the media after vigorous agitation. Peptides that mapped within ribosomal and other cytoplasmic proteins were identified at low levels in the wild type (3 ± 0.27%) and mutant *luxR402* (5 ± 3.6%) cultures, suggesting that partial cellular lysis during the procedure or during the growth culture had occurred. However, there were no significant differences between the two strains, suggesting that cell integrity was not more compromised in the mutant than in the wild-type strain. Thirty-nine proteins were significantly differentially identified. Two proteins were less expressed in the wild-type strain than in the mutant; these proteins were involved in carbohydrate metabolism (Table 1). An over-representation of proteins related with oxidative phosphorylation (carbohydrate uptake, ATP synthase, cytochrome related proteins, succinate dehydrogenase, amongst others) was observed in the wild-type in comparison with the mutant strain. The decreased expression of these proteins in the mutant strain correlated with the longer lag phase observed when glucose was used as the sole carbon source. To unequivocally assign a role to the LuxR402 regulator in this phenotype, we complemented the mutant strain with p402. When we introduced the plasmid expressing the *luxR402* gene in the mutant strain, the lag phase was similar in the mutant and complemented strains, however, growth rate was higher in the complemented strain than in the mutant strain (Figure 5B) and similar to that of the wild-type strain (Figure 5). The introduction of plasmid expressing *luxR402* in the wild-type strain also affected the growth, increasing the lag phase of the culture. Therefore, the modifications in the level of expression of the *luxR402* gene during exponential phase of the growth clearly affect the growth of *Novosphingobium* sp. HR1a in M9 minimal media. We tested the growth of the bacteria in 17 different carbon sources and in all the cases, the mutant clearly presented a longer lag phase than the wild-type strain, and, a slightly lower growth rate (Figures 5, 6 and Supplementary Figure S1).

**Table 1:** List of proteins identified with different number of peptides when comparing wild-type *vs luxR402.*

ID (*N. resinovorum*)	Locus	Avge #pept HR1a	Avge #pept 1709	Log_2_FC	Name	Function	Signal peptide	Location
BES08_00045	HWN72_03495	0.3	6.9	−4.38	Poly(beta-D-mannuronate) lyase	Carbohydrate metabolism/polymer degradation/alginate degradation	0	Cell envelope/periplasmic
BES08_21170	HWN72_20700	2.0	10.0	−2.44	Glycoside hydrolase family 3/Beta glucosidase	Carbohydrate metabolism	(Sec/SPI)	Cell envelope
BES08_21280	HWN72_20595	35	6.5	2.43	Carbohydrate-selective porin OprB	Transport/carbohydrate RpfN protein/sugar transport	(Sec/SPI)	Cell envelop/outer membrane
BES08_12905	HWN72_15740	26.7	4.3	2.62	OmpW family protein	Transport/small hydrophobic substances	(Sec/SPI)	Cell envelop/outer membrane
BES08_10130	HWN72_13005	23	1.3	4.1	Multimodular peptidoglycan glycosyltransferase (EC 2.4.1.129) (EC 3.4.-.-)	Peptidoglycan biosynthesis	0	Cell envelope
lptD	HWN72_09055	12	0.4	4.8	LPS-assembly protein LptD	Transport/ involved in the assembly of lipopolysaccharide (LPS) at the surface of the outer membrane.	(Sec/SPI)	Cell envelop/outer membrane
murG	HWN72_12615	7	0	–	UDP-N-acetylglucosamine--N-acetylmuramyl-(pentapeptide) pyrophosphoryl-undecaprenol N-acetylglucosamine transferase (EC 2.4.1.227)	Peptidoglycan biosynthesis	0	Cell membrane and cytosol
BES08_03260	HWN72_06745	16.0	2.0	2.88	Peptidyl-prolyl cis-trans isomerase PpiD (EC 5.2.1.8)/Parvulin-like PPIase	Transport/proteins/ Chaperone that functions as a gatekeeper on the periplasmic side of the SecYEG translocon	0	Cell envelope/periplasmic site
BES08_17015	HWN72_02460	19.7	4.8	2.04	TonB-dependent receptor	Membrane energization	(Sec/SPI)	Cell envelop/outer membrane
BES08_21360	HWN72_20510	9.6	1.7	2.48	TonB-dependent receptor-like protein/ferrichrome-iron receptor	Membrane energization	(Sec/SPI)	Cell envelop/outer membrane
BES08_19360	HWN72_24145	7.7	0.4	4.1	TonB-dependent receptor, mostly Fe transport/related with ribokinase	Membrane energization	(Sec/SPI)	Cell envelop/outer membrane
BES08_09450	HWN72_12310	14.3	3.0	2.24	MipA/OmpV family protein	Transport/protein chaperone involved in the biogenesis of (OMPs)/Structural protein MipA	0	Cell envelop/outer membrane
0BES08_03610	HWN72_07090	11. 7	0	–	Hypothetical protein/related with outer membrane protein assembly factor YaeT precursor	Transport/protein secretion/	0	Secreted?
secD	HWN72_09085	10	0	–	Protein-export membrane protein SecD (TC 3.A.5.1.1)	Transport/proteins	0	Cell envelop/inner membrane
BES08_15415	HWN72_00770	11.7	1.3	3.2	Flagellar motor protein MotA/	Transport/proteins	0	Cell envelop/inner membrane
BES08_12135	HWN72_15095	8	0.4	4.2	Flagellar motor switch protein FliG	Cell motility	0	Cell envelop/inner membrane
BES08_28190	HWN72_28990	7	0	–	Flagellar hook-length control protein FliK/autotransporter	Cell motility	(Sec/SPI)	Cell envelop/outer membrane
BES08_01550	HWN72_05020	10.3	2.2	2.25	LemA family protein	Signalling/sensoring the external medium	(Sec/SPII)	Cell envelope
rpoB	HWN72_00120	24.0	3.5	2.79	DNA-directed RNA polymerase subunit beta	Transcription	0	Cytosol
rpoC	HWN72_00115	22.0	3.0	2.86	DNA-directed RNA polymerase subunit beta’	Transcription	0	Cytosol
BES08_04640	HWN72_08145	8.3	0	–	DNA recombination protein RmuC	DNA recombination	0	Cell envelope
rpoA	HWN72_12000	8. 7	0.4	4.3	DNA-directed RNA polymerase alpha subunit (EC 2.7.7.6)	Transcription	0	Cytosol
infB	HWN72_03135	10	0.4	4.5	Translation initiation factor 2	Protein synthesis	0	Pseudogen
atpD	HWN72_08805	19.3	2.6	2.89	ATP synthase subunit beta	Respiratory chain/phosphorilation/ATP synthesis	0	Cell envelop/inner membrane
atpA	HWN72_08795	16. 7	0.9	4.3	ATP synthase alpha chain (EC 3.6.3.14)	Respiratory chain/phosphorilation/ATP synthesis	0	Cell envelop/inner membrane
atpG	HWN72_08800	9. 7	0	–	ATP synthase gamma chain (EC 3.6.3.14)	Respiratory chain/phosphorilation/ATP synthesis	0	Cell envelop/inner membrane
BES08_09995	HWN72_12870	17.0	3.0	2.49	Phosphoenolpyruvate carboxylase (EC 4.1.1.31); divergent?	Carbohydrate metabolism/TCA cycle	0	Cytosol
BES08_13365	HWN72_16210	10. 7	0	–	RND multidrug efflux transporter; Acriflavin resistance protein	Transport/efflux	0	Cell envelop/inner membrane
BES08_00190	HWN72_03645	9	0	–	Outer membrane autotransporter barrel	Transport/proteins	(Sec/SPI)	Secreted?
BES08_10115	HWN72_12990	11	0	–	Peptidase/ HflK protein	Cell division/Protein metabolism	0	Cell envelop/periplasmic
ftsH	HWN72_12990	6. 7	0	–	ATP-dependent zinc metalloprotease FtsH Cell division protein FtsH (EC 3.4.24.-)	Cell division	0	Cell envelop/periplasmic
BES08_11415	HWN72_14195	12	0	–	DNA translocase/Cell division protein FtsK	Cell division	0	Cell envelop/inner membrane
ftsZ	HWN72_12580	13. 7	0	–	Cell division protein FtsZ (EC 3.4.24.-)	Cell division	0	Cell envelop/inner membrane
BES08_16530	HWN72_01905	7	0	–	Hypothetical protein/related heme biosynthesis	Oxidative stress?	0	Cell envelope
BES08_27855	HWN72_28660	7. 7	0	–	Catalase (EC 1.11.1.6)	Oxidative stress	0	Cytosol
edd	HWN72_12855	14	0	–	Phosphogluconate dehydratase (EC 4.2.1.12)	Carbohydrate metabolism; Entner-Doudoroff pathway.	0	Cytosol
sdhA	HWN72_10715	15.3	0.9	4.1	Succinate dehydrogenase flavoprotein subunit (EC 1.3.99.1)	Carbohydrate metabolism/TCA cycle	0	Cell envelop/inner membrane
BES08_13530	HWN72_16380	7. 3	0	–	L-sorbosone dehydrogenase	Carbohydrate metabolism/oxidative stress		
BES08_15860	HWN72_01220	10. 7	0.4	4.6	Mlr7403 protein/ TPR_21 domain-containing protein	Unknown	0	Cell envelope

The number of peptides was normalized with the dried weight of the cultures.

**Figure 5:**
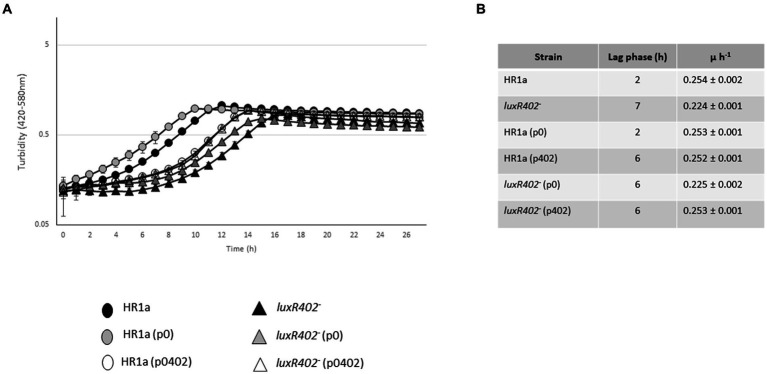
**(A)** Growth of *Novosphingobium* sp. HR1a strains (circles) and mutant *luxR402^–^* strains (triangles) in M9 minimal medium plus glucose. Black symbols correspond to strains without plasmids; grey symbols to strains with pBRRMCS5, and white symbols to strains expressing the *luxR402* gene. **(B)** Table with the lag phases and growth rate of the different strains. Growth was measured with the Bioscreen device.

**Figure 6:**
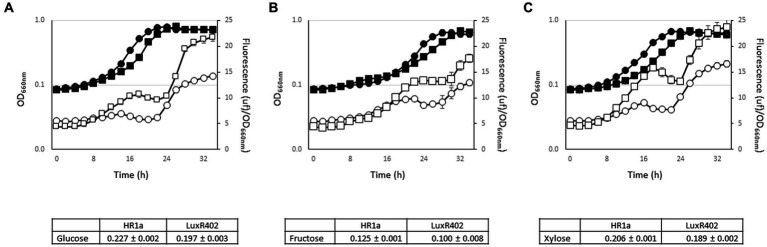
**(A)** Growth (black symbols) and expression from the *luxR402* promoter, measured as relative fluorescence of GFP (empty symbols) of *Novosphingobium* sp. HR1a (*Prlux402*-GFP) (circles) and *luxR402* (*Prlux402*-GFP) mutant (squares) in **(A)** glucose, **(B)** fructose and **(C)** xylose as the sole carbon source. Tables showed the growth rate (μ h^−1^) of the wild-type and mutant strains in each carbon source. Error bars indicate the standard deviation of the six experiments carried out in microplates. Growth and fluorescence were measured with a Varioskan LUX Multimode Microplate Reader.

A number of peptidoglycan biosynthesis proteins and a protein involved in the transport/assembly of lipopolysaccharide proteins were identified at lower levels in the mutant than in the wild-type suggesting that the cell envelop differs between wild-type and mutant strains, supporting the hypothesis about the involvement of *luxR402* gene in the control of the cell surface composition.

### 2.3. *luxR402* is expressed at the stationary phase of growth in the wild-type strain, but it is transitorily expressed during exponential phase in the mutant strain

To study the expression from the *luxR402* promoter throughout the growth phase, we constructed a biosensor in which the *luxR402* promoter drove the expression of the green fluorescent protein (GFP). The expression from the *luxR402* promoter increased significantly at the stationary phase of growth when grown with glucose as the only carbon source (Figure 6A). In the absence of a functional LuxR402 protein, the expression from the *luxR402* promoter started to increase at the beginning of the exponential phase of growth, to remain constant until the beginning of the stationary phase of growth where the *luxR402* promoter became active again (Figure 6A). The expression level in the mutant strain at the stationary phase of growth was higher than in the wild-type strain. These results suggest that LuxR402 regulates their own expression (Figure 6A). This expression is coherent with the flocculation phenotype of the mutant strain that started to be observable from the beginning of the exponential phase of growth. Similar induction patterns were observed when the strains were grown with fructose (Figure 6B) or xylose (Figure 6C) as the sole carbon source, although in xylose the expression levels of the *luxR402* promoter were higher than in the other sugars.

### 2.4. The carbohydrate metabolism, the TCA cycle and the oxidative phosphorylation of the *luxR402* knockout mutant was altered during the exponential phase of growth

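Transcripts were measured by RNA sequencing (RNA-seq) in 2 independent cultures of wild-type Novosphingobium sp. HR1a and in 2 of the mutant strain, in which a plasmid carrying an internal fragment of luxR402 was integrated into the gene. The paper gives a harvest of 5 mL of culture in M9 minimal medium plus glucose at an OD660nm of 0.8. The labels of the libraries give instead 7 h of growth at 30°C from an initial OD660nm of 0.1, name a pahT mutant as the mutated strain and mention cultures with phenanthrene. The read counts of the libraries labelled in this way were identical to those of the luxR402 mutant in Supplementary Table S1 for all 1055 features listed there, and those of the wild-type libraries were identical to the wild-type columns, so the mutant libraries were taken as the luxR402 mutant that the paper describes. Total RNA was treated with DNAse, and libraries were prepared and sequenced in paired-end mode. The aligner, the counting program, their settings for strand and the test used by the authors are not given in the sources used here.

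The authors' deposited table holds the read count of each feature in each library, the count divided by a size factor of that library (called the normalized count here), the FPKM (reads scaled by the length of the feature and the reads of the library), and the authors' log2FC, p-value and adjusted p. It lists only the features that the authors called changed, with an adjusted p of at most 0.0499 in their table, and the ratio between their p-values and adjusted p-values shows that 6876 features were tested. The FPKM values give the total number of reads assigned to each library, which was 16849332 and 17464586 for the mutant strain and 18414520 and 18736125 for the wild-type strain. The listed features hold 27.8% and 27.2% of these reads in the mutant libraries and 30.7% and 31.2% in the wild-type libraries. Of the 1055 features, 966 carry a locus tag and 89 are predicted transcripts. Positions are on the single sequence into which the table joins the genome, whose build is not named.

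The counts were tested again with edgeR's quasi-likelihood test, with the size factors of the authors as library scaling (1.002 and 1.018 for the mutant strain, 0.982 and 1.010 for the wild-type strain). The p-values were adjusted by the Benjamini-Hochberg method over 6876 tests, which gives the largest value that the adjusted p of a listed feature can take. A scaling computed on the listed features alone (edgeR's TMM method) had been set before the data were examined, but it assumes that most features do not change, and a list of changed features does not meet that assumption. With TMM the median log2FC of the listed features moved by 0.25, and with the library totals as the only scaling it moved by 0.14. Only 2 cultures per strain were sequenced, so the spread of each feature was estimated with help from the other listed features.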

To reveal the effect that the regulatory protein *luxR402* had over the gene expression when growing in glucose and because of the different expression of the *luxR402* promoter during the exponential phase of growth of the wild-type and mutant strains, we carried out a transcriptomic analysis during this phase of growth. 

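Of the 1055 listed features, 951 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 361 higher and 590 lower in the mutant strain. Every listed feature had the sign that the authors' deposited table gives, 411 higher and 644 lower, and the log2FC differed from the authors' value by at most 0.032. This closeness follows from the use of the same counts and size factors. When the p-values were adjusted over the listed features only, all 1055 were under 0.05, which is no independent evidence since the authors selected them on the same libraries. The split depended on the scaling. With the library totals 400 features were called higher and 286 lower, and with TMM 406 were called higher and 184 lower. The calls also depended on which pair of cultures gave the spread. Without wild-type replicate 1 or 2 the median shift in log2FC was only -0.0171 and 0.0174. Without wild-type replicate 1 there were 117 calls and without wild-type replicate 2 there were 121, with a dispersion of 0.0101 from the mutant pair and 4.22 and 4.24 prior degrees of freedom. Without mutant replicate 1 there were 899 calls and without mutant replicate 2 there were 866, with a dispersion of 0.00545 from the wild-type pair and an infinite prior. The median log2FC over all listed features was -0.36.

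**Figure D1:**
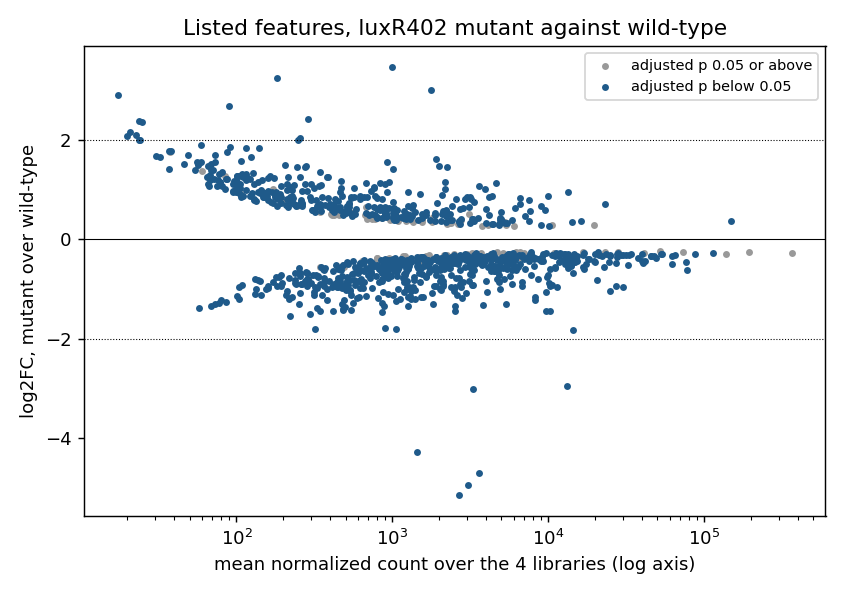
Log2FC of the mutant over the wild-type strain (vertical axis) against the mean normalized count of the 4 libraries (horizontal log axis) for the 1055 listed features. Blue points are the 951 features with an adjusted p under 0.05, grey points the others, and dotted lines mark a log2FC of 2 and -2; the 6 points under the lower line reach -5.14.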

We found that 411 genes were up-regulated (*p*_adj_ < 0.05) in the mutant strain, whilst 644 were down-regulated (Supplementary Figure S2A and Supplementary Table S1). The gene ontology (GO) and KEGG pathway analysis (Supplementary Figure S2B) suggest that carbohydrate metabolism, signal transduction and transport functions are mainly altered in the mutant strain. Amongst the down-regulated genes, those related with carbon metabolism, TCA cycle, biosynthesis of secondary metabolites and oxidative phosphorylation were the most abundant (Supplementary Figure S2C), whilst the genes related with two component regulatory systems, peptidoglycan synthesis and ribosome were up-regulated in the mutant (Supplementary Figure S2D).

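The functions were counted among the listed features by their product description, since the features that did not change are not in the table and an enrichment has no background there. The KEGG terms of the paper can hold other genes than these descriptions. All 8 listed genes matched to the TCA cycle were lower in the mutant strain and had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2FC lay between -1.19 and -0.31 with a median of -0.33, and class II fumarate hydratase HWN72_04060 had the largest change, with a standard error of 0.12 and an adjusted p of 5.0e-04 from the same test; it was chosen here after its values were seen. The match also took in 2-methylcitrate synthase HWN72_21030 (log2FC -0.33), an enzyme of the methylcitrate cycle, and without it 7 of 7 were lower. Of 19 listed genes matched to oxidative phosphorylation 17 were lower and 2 were higher, with a median of -0.44. One of the higher genes, HWN72_15715 (log2FC 0.84), encodes an accessory protein of cytochrome c oxidase. The other higher gene had the largest change of the set, a log2FC of 1.90, whereas the lowest value was -0.97. Of the lower genes, 12 encode subunits of NADH-quinone oxidoreductase. These small decreases depended on the scaling. With the library totals 2 of the TCA genes and 10 of the oxidative phosphorylation genes were still called lower, and with TMM 1 and 3, whilst all 8 and all 17 kept a negative log2FC under both. With edgeR's RLE factors 6 of the 8 TCA genes kept it.

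Among 22 listed genes described as histidine kinases or response regulators, 17 were lower and 5 higher, with log2FC from -1.54 to 1.38. The test called 16 of them lower and 4 higher, whereas with TMM it called 3 lower and 5 higher. Among 16 listed ribosomal protein genes 10 were lower and 6 higher; the test called 7 lower and 4 higher, whereas with the library totals it called 1 lower and 6 higher, and with the RLE factors only 3 of the 16 had a negative log2FC. The higher ones included the genes of proteins L31 (HWN72_04735, log2FC 0.58), L33 (HWN72_13095, 0.70), L34 (HWN72_02705, 1.03) and L36 (HWN72_04480, 0.69), which are likewise not named by the paper and were chosen after their values were seen. Of 7 listed genes matched to peptidoglycan synthesis 4 were higher and 3 lower, all with an adjusted p under 0.05. One of the higher genes, HWN72_14945 (log2FC 1.56), encodes a lytic transglycosylase domain protein, a class that cleaves peptidoglycan, and without it 3 were higher and 3 lower. The remaining higher genes encode penicillin-binding protein 2 (HWN72_12645) and the UDP-N-acetylmuramoyl ligases HWN72_12625 and HWN72_12640. The lower genes encode a murein L,D-transpeptidase (HWN72_01325) and the penicillin-binding protein activators HWN72_00670 and HWN72_07320. HWN72_14945, HWN72_15715 and HWN72_21030 were singled out after their values were seen. With the library totals and with TMM the 4 higher genes and 1 of the lower genes were called, and with the RLE factors the 4 higher and none of the lower. Without mutant replicate 2 only HWN72_14945 of the higher genes was called. Without either wild-type replicate no higher gene of peptidoglycan synthesis and at most 2 genes of the histidine kinase and response regulator group were called.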

Only five genes were down-regulated with log_2_FC ≤ −2 in the mutant when compared with the wild-type strain (Table 2). Four of these genes (*HWN72_20595* to *HWN72_20610*) encoded functions related with carbohydrate transport and utilization and with the phosphotransferase transport system (PTS). 

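In the re-analysis 6 listed features had a log2FC of -2 or less. They were the genes HWN72_20595, HWN72_20600, HWN72_20605, HWN72_20610 and HWN72_14810 of Table 2 and the predicted transcript Novel00887, which lies on the opposite strand of the first 4 and is not in Table 2. The same number was obtained with TMM and with the library totals. Without wild-type replicate 1 there were 7, of which 6 were called, and without wild-type replicate 2 there were 6. Without mutant replicate 1 there were 9. Against a log2FC of 1 (edgeR's glmTreat) 8 features were significantly lower.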

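The 4 genes lie next to each other on the minus strand. HWN72_20595 (4372950 to 4374266) encodes a carbohydrate porin, HWN72_20600 (4374314 to 4376014) the PTS fructose transporter subunit EIIBC, HWN72_20605 (4376011 to 4376979) 1-phosphofructokinase and HWN72_20610 (4376979 to 4379489) phosphoenolpyruvate-protein phosphotransferase. The normalized count of HWN72_20595 was 147 ± 2.35 (SD, n = 2 cultures) in the mutant strain and 5204 ± 70.7 (SD, n = 2) in the wild-type strain, 35.4-fold lower, with a log2FC of -5.14 (standard error 0.10, adjusted p = 2.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For HWN72_20600 the normalized counts were 190.3 ± 44.8 and 5868 ± 368, a log2FC of -4.94 (standard error 0.15). HWN72_20605 had 139 ± 24.7 and 2713 ± 88.6, a log2FC of -4.28 (standard error 0.14). HWN72_20610 was the most abundant, with 3013 ± 606 and 23261 ± 12.9, and changed least, with a log2FC of -2.95 (standard error 0.13, adjusted p = 4.1e-06 from the same test). The differences exceeded the spread between cultures in each gene, and with each library left out in turn the adjusted p of the 4 genes was at most 0.0081. Genes HWN72_20600, HWN72_20605 and HWN72_20610 share bases at their ends, and Novel00887 (4372906 to 4379498, plus strand) covers all 4. Its normalized count fell from 5844 ± 283 to 726 ± 34.7 (log2FC -3.01), and without a stated use of strand reads could be divided between it and the genes.

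**Figure D2:**
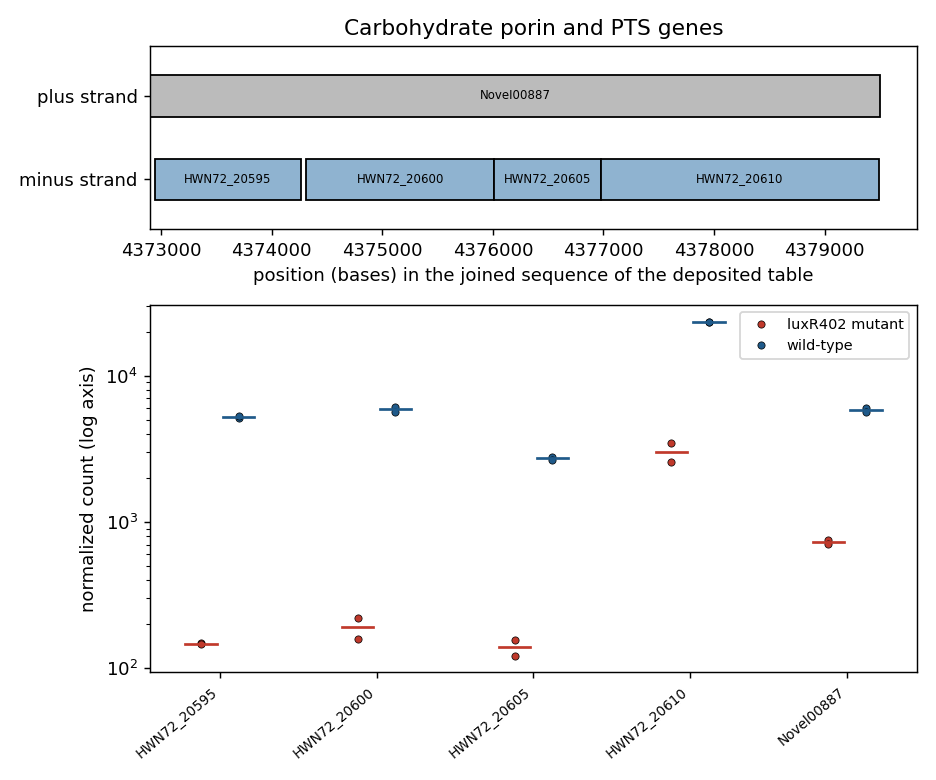
Top, the 4 genes on the minus strand and Novel00887 on the plus strand, by position in bases on the joined sequence. Bottom, normalized count on a log axis of each of the 2 mutant cultures (red) and 2 wild-type cultures (blue), with lines at the means; both mutant cultures lie below both wild-type cultures for each feature.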

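Of the 38 different loci in Table 1, 12 are among the listed features. The peptides of Table 1 came from filtered culture supernatants at early stationary phase, whereas the RNA came from cell pellets in exponential phase. Fewer peptides were found in the mutant strain for 11 of the 12 listed loci, and all 11 also had a lower transcript level. Their log2FC lay between -5.14 and -0.29 with a median of -0.41. By mean normalized count these genes lie in the upper sixths of the listed features. There only 29.1%, 27.3% and 11.9% of the features were higher in the mutant strain. Most of the 11 would therefore be lower whatever their peptide numbers. The carbohydrate porin HWN72_20595 had the largest decrease, followed by HWN72_12310 (log2FC -1.03) and the catalase HWN72_28660. The log2FC of the other 8 lay between -0.56 and -0.29, and HWN72_15095 (-0.31, adjusted p = 0.076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not significant. Without wild-type replicate 1 only HWN72_20595 and HWN72_12310 of the 11 kept an adjusted p under 0.05. The smaller decreases depended on the scaling, since 5 of the 11 were called lower with the library totals and 2 with TMM, and with edgeR's RLE factors HWN72_15095 and HWN72_00770 changed sign. The remaining listed locus, HWN72_03495, had more peptides and a higher transcript level in the mutant strain (log2FC 0.72), but it lost significance without wild-type replicate 1 (adjusted p 0.10) and without wild-type replicate 2 (adjusted p 0.107). The other 26 loci are not among the features that the authors called changed.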

HWN72_20595 (putative OprB) was also previously identified in our proteomic analysis (Table 1), supporting the transcriptomic results. The decreased expression of the sugar transport and PTS system in the mutant strain, correlated with the longer lag phase previously observed previously in different carbon sources (Figures 5, 6 and Supplementary Figure S1).

**Table 2:** List of genes up- or down-regulated in the mutant strain when compared with the wild-type.

Gene_id	Log_2_fold change	Gene_description
HWN72_20595	−5.14	Carbohydrate porin OprB family
HWN72_20600	−4.94	PTS fructose transporter subunit EIIB/C
HWN72_20605	−4.28	1-phosphofructokinase (*pfkB*)
HWN72_20610	−2.94	Phosphoenolpyruvate–protein phosphotransferase 2 (*ptsP*)
HWN72_14810	−4.69	Hypothetical protein
HWN72_14815	−1.82	Polysaccharide biosynthesis tyrosine autokinase
HWN72_14090	3.45	homocysteine S-methyltransferase family protein
HWN72_14095	3.25	GNAT family N-acetyltransferase
Novel00673	2.10	Vitamin B12 dependent methionine synthase, activation domain
HWN72_01945	2.99	Bacterial regulatory proteins, luxR family (l*uxR402*)
HWN72_23475	2.38	TonB-dependent receptor
HWN72_17540	2.37	LLM class flavin-dependent oxidoreductase
HWN72_21935	2.17	DUF692 domain-containing protein
HWN72_18160	2.10	Nuclear transport factor 2 family protein
HWN72_21235	2.04	tRNA-Ser
HWN72_18065	2.01	Efflux RND transporter periplasmic adaptor subunit

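Gene HWN72_14810 (3083990 to 3085147, minus strand) had 299 and 237 reads in the mutant libraries and 6356 and 7383 in the wild-type libraries, a log2FC of -4.70 (standard error 0.14, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene next in the numbering, HWN72_14815 (3085159 to 3087360), lies on the same strand. It had 6585 and 6188 reads in the mutant strain and 19771 and 25086 in the wild-type strain. Its log2FC was -1.83 with a standard error of 0.11, less than that of HWN72_14810, and with each library left out in turn it stayed between -1.97 and -1.67. In the mutant strain the normalized counts of both genes, 266 ± 46.4 and 6323 ± 349 (SD, n = 2 cultures), were below those of both wild-type cultures. The adjusted p of HWN72_14815 was 3.7e-05 from the same test, and at most 0.0077 without any one library.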

Gene *HWN72_14810* encodes a hypothetical protein but contiguous to this gene, probably forming an operon, gen *HWN72_14815* encoded a putative polysaccharide biosynthesis tyrosine auto-kinase, whose expression is down-regulated with a log_2_FC of −1.82 (Table 2). Ten genes were up-regulated in the mutant strain, amongst them, genes involved in the interconversion of methionine and cysteine, and the *luxR402* gene, confirming the previous results about their own regulation (Figure 6).

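The luxR402 gene is HWN72_01945 in the table (417794 to 418804, minus strand), where its annotated length is 1011 bases, or 336 codons before the stop codon. It had 3412 and 2943 reads in the mutant libraries and 346 and 443 in the wild-type libraries, so its normalized count was 3147 ± 364 (SD, n = 2 cultures) against 395 ± 61.0 (SD, n = 2). The log2FC was 2.99 (standard error 0.14, adjusted p = 5.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 2.84 and 3.16 with each library left out in turn. These reads include those of the part of the gene that the integrated plasmid duplicates, and the gene overlaps the predicted transcript Novel00088 on the opposite strand. In the mutant strain the gene is disrupted, so its count there is no measure of intact luxR402 transcripts. The count also does not tell which part of the disrupted gene the reads come from.

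A total of 13 listed features had a log2FC of 2 or more. They were the 10 of Table 2 and the predicted transcripts Novel00919, Novel00672 and Novel00088. With the library totals there were 16 and with TMM 22. Without wild-type replicate 1 there were 17 and without wild-type replicate 2 there were 14, of which 7 were called in either case. The tRNA-Ser gene HWN72_21235 rose from 99.3 ± 5.13 to 410 ± 13.6 normalized counts (log2FC 2.04, standard error 0.17). Of the 10 up-regulated features of Table 2, 6 had few reads. TonB-dependent receptor gene HWN72_23475 had 42 and 38 reads in the mutant strain and 11 and 4 in the wild-type strain, and flavin-dependent oxidoreductase gene HWN72_17540 had 43 and 41 against 7 and 9. HWN72_21935, HWN72_18160, HWN72_18065 and Novel00673, which lies on the opposite strand of the methionine synthase gene, had between 28 and 47 reads in each mutant library and 4 to 11 in each wild-type library. Their log2FC lay between 2.00 and 2.37 with standard errors from 0.42 to 0.52, and all 6 lost significance without either wild-type replicate.

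**Figure D3:**
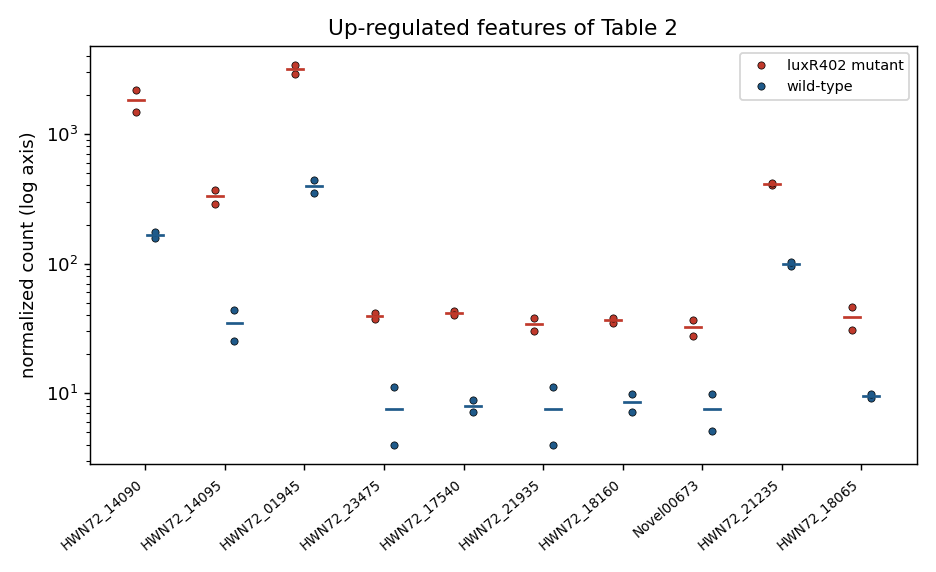
Normalized count on a log axis of the 10 up-regulated features of Table 2 in each of the 2 mutant cultures (red) and 2 wild-type cultures (blue), with lines at the means. Both mutant cultures lie above both wild-type cultures for each feature, and 6 of the 10 have fewer than 50 reads in every library.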

### 2.5. *luxR402* promoter responded to the external addition of N-(3-hydroxyoctanoyl)-DL-homoserine lactone and aromatic compounds

LuxR solo proteins have been involved in the interspecies and/or inter-kingdom communication. To demonstrate the implication of LuxR402 in this communication, we analyzed the expression of the *luxR402* promoter after the addition of different homoserine lactones (AHLs), and different signals of plant stress. The *luxR402* promoter responded to the external addition of N-(3-hydroxyoctanoyl)-DL-homoserine lactone; there was an increase in the expression of the GFP during the exponential phase of growth in the wild-type strain, whilst no such increase was observed in the *luxR402* mutant (Figure 7D). There was not response when *n*-hexanoyl-L-homoserine lactone, *n*-octanoyl-L-homoserine lactone, or *n*-dodecanoyl-L-homoserine lactone were added to the media (Figures 7A, 7B, 7C and 7E).

**Figure 7:**
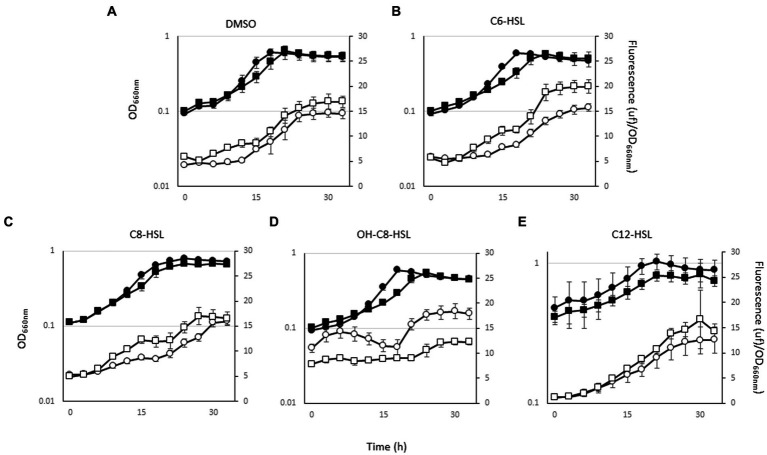
Growth (black symbols) and GFP expression from the *luxR402* promoter (open symbols) of the wild-type strain (circles) and mutant strain (squares) in the presence of: **(A)** DMSO; **(B)** *n*-hexanoyl-DL-homoserine lactone (C6-HSL); **(C)** *n*-octanoyl-DL-homoserine lactone (C8-HSL); **(D)** *n*-3-hydroxyoctanoyl-DL-homoserine lactone (OH-C8-HSL); **(E)**; *n*-dodecanoyl-DL-homoserine lactone (C12-HSL).

We also tested the effect of salicylate, a plant-derived compound involved in plant responses against certain types of stress (Raza et al., 2022), hormones (jasmonic acid, indole acetic acid) and other vegetal compounds (phenylacetate, phenylactate, coumarine, γ-amino butyric acid or protocatechuic acid) as inductors of the expression of the *luxR402* gene. No effect was observed with most of compounds tested (not shown), however we did perceive a clear effect in the presence of salicylate and coumarine. The presence of 5 mM salicylate retarded the growth of both strains when compared with growth with only glucose (Figure 8A); this delay in growth was stronger in the *luxR402* knockout mutant than in the wild-type (Figures 8A,B). Furthermore, expression from the *luxR402* promoter was totally repressed in the wild-type strain, whilst the expression in the mutant strain was induced (Figure 8B). The maximal relative fluorescence from the *luxR402* promoter in the mutant strain in the presence of salicylate was ≈ 40 units/OD_660nm_ at 36 h (Figure 8B) whilst in the absence of this compound was around 22 units/OD_660nm_ at 34 h (Figure 6A). The growth and expression pattern was similar when we added 1 mM coumarin, another plant defense metabolite, to the culture (Figure 8C). We have previously observed that cultures of strain HR1a were not able to grow in M9 minimal media with 5 mM salicylate, however they did grow if salicylate was added at 1 mM every 12 h (not shown). To further examined this process, we add 5 mM of salicylate into a glucose-grown culture after 6 h of growth and we culture the cells another 3 h. Then we let the culture over the table for 13 h. After this time, the flocculation of the *Novosphingobium* sp. HR1a culture was observed (Figure 8C).

**Figure 8:**
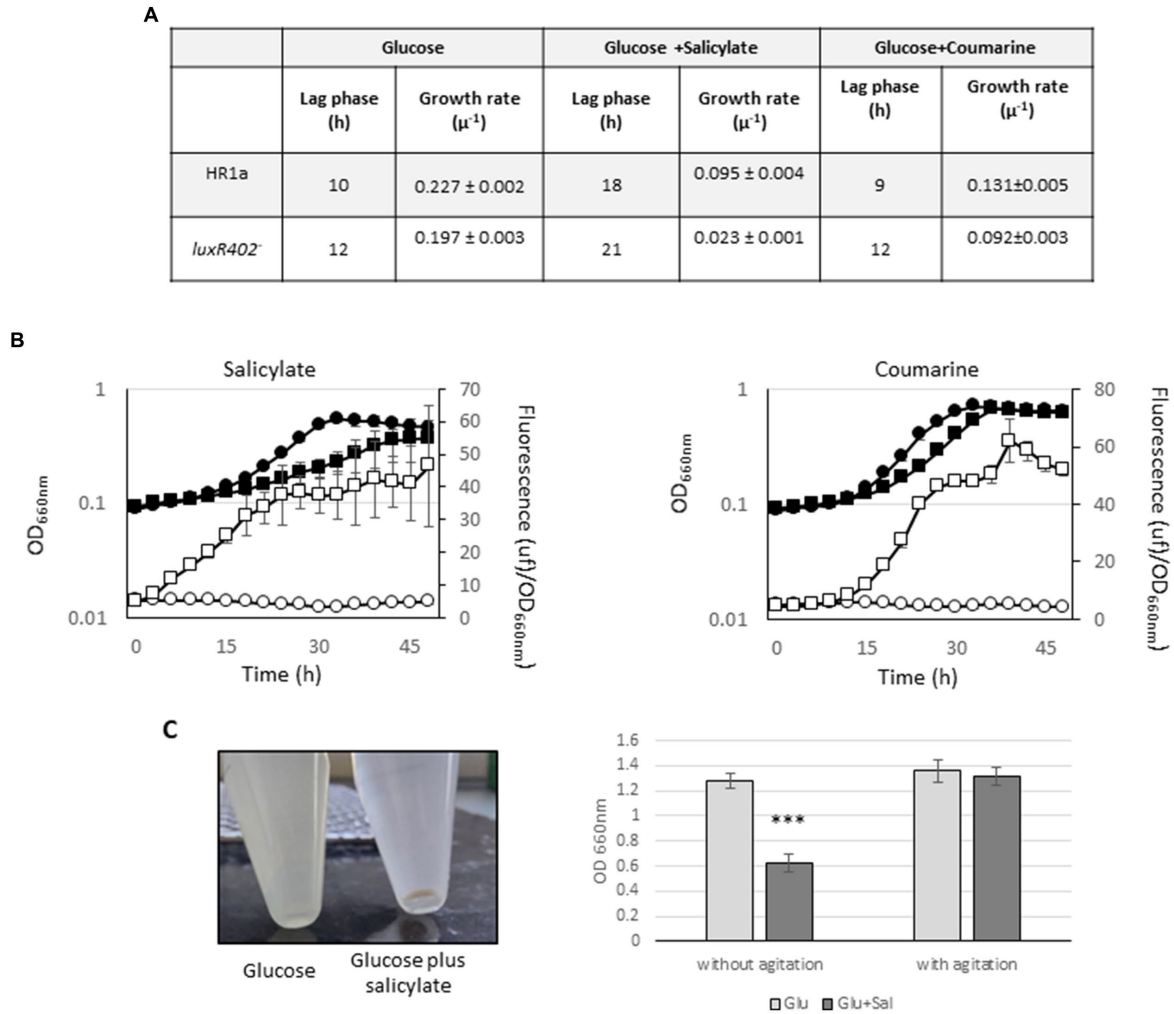
**(A)** Table with the lag phase and growth rate of the cultures of the wild-type (HR1a) and mutant (*luxR402^–^*) strains in glucose, glucose plus 5 mM salicylate and glucose plus 1 mM coumarine. **(B)** Growth (black symbols) and GFP expression from *luxR402* promoter (empty symbols) of cultures of the wild-type strain (circles) and *luxR402* knockout mutant (squares) growing with glucose plus 0.5 mM salicylate glucose plus 1 mM coumarin. **(C)** Flocculation of *Novosphingobium* sp. HR1a with salicylate: cultures at exponentially phase of growth (DO_660nm_ ≈ 0.8) were challenged with 5 mM of salicylate and incubated with agitation for 3 h; photography was taken after 16 h without agitation. OD data was taken after 16 h without agitation or after 16 h after vortexing the culture. Statistical analysis was done comparing the OD of the HR1a strain in the presence/absence of salicylate (***indicate *p* < 0.001; *n* = 4).

### 2.6. The knockout *luxR402* mutant is less resistant to the external addition of H_2_O_2_

The cell envelope is crucial for resistance to stress, and as *luxR402* presented clear differences in cell surface when compared with the wild-type, we analyzed the growth of the two strains toward hypo- and hypersaline stress, the presence of antibiotics (ampicillin and chloramphenicol) and oxidative stress. Growth was not significantly affected by either hypo-, or hypersaline stress, or antibiotics, however, the growth of the *luxR402* was clearly affected in the presence of 0.5 mM of H_2_O_2_ (Figure 9A). In fact, the presence of this concentration of H_2_0_2_ also produced a decreased in the growth rate in the wild-type (from 0.227 ± 0.002 μ^−1^ in the absence of this compound to 0.127 ± 0.01 μ^−1^ in the presence of H_2_0_2_).

**Figure 9:**
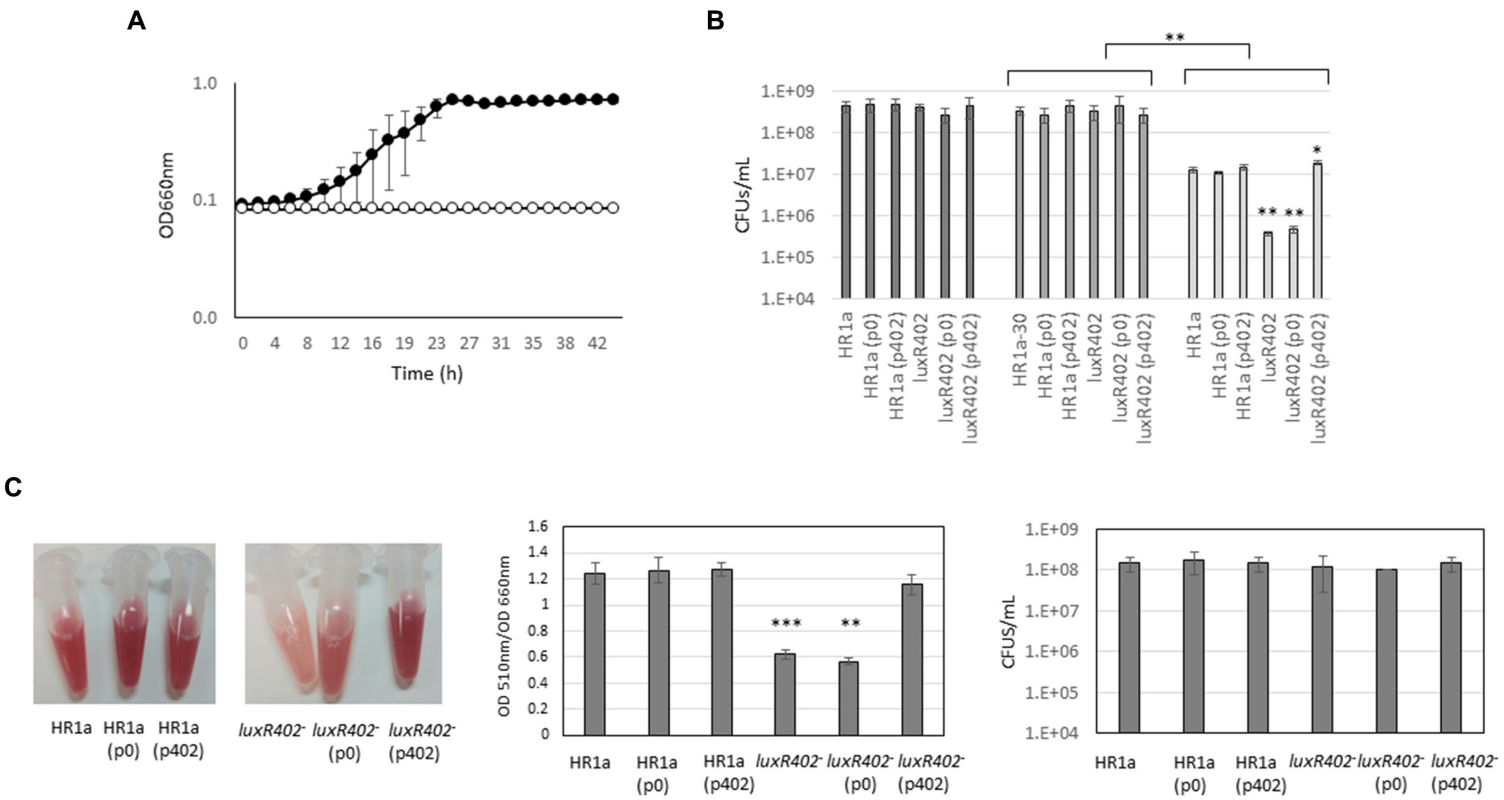
**(A)** Growth curves of *Novosphingobium* sp. HR1a (black circles) and *luxR402* knockout mutant (white circles) in M9 minimal media with glucose as the sole carbon source and in the presence of 0.5 mM H_2_O_2_. **(B)** Survival of the wild-type, *luxR402* knockout mutant, and complemented strains 30 min after addition of 0.5 mM of H_2_O_2_. Dark grey bars indicate the number of CFUs in the different cultures before H_2_O_2_ addition (*t* = 0); medium dark grey bars indicate the number of CFUs at time 30 min and light grey bars the number of CFUs 30 min after H_2_O_2_ addition. There were no statistically significant differences among the initial number of CFUs in the cultures at the two different times without addition of H_2_O_2_ (Kruskal-Wallis One Way Analysis of Variance on Ranks, *n* = 6). *t*-test analyses were done for comparison of the number of CFUs of the same strain with and without H_2_O_2_ (asterisks in the upper part of the figure) and of the different strains versus wild-type when challenged with H_2_O_2_ (asterisks within the figure). **indicate *p* ≤ 0.01 and *indicate *p* ≤ 0.05; *n* = 4. **(C)** Analysis of the specific TTC-reducing activity of the cultures using TTC and number of CFUs at the time of the analysis.

To further investigate this phenotype, we grew the cultures until they reach an O.D. at 660 nm of 0.5; then we added 0.5 mM of H_2_O_2_ and we measured the survival after 30 min (Figure 9B). In the wild-type strain, we observed a decrease in the CFU numbers of around 1.5 orders of magnitude. The presence of the empty plasmid (p0) or of the plasmid with the *luxR402* gene (p402) did not modify these numbers. However, in the mutant strain this decreased was of 3 orders of magnitude; the presence of the empty plasmid did not modify the number of CFUs after the shock, however, the expression of the *luxR402* from the plasmid did increase the number of survival cells up to the same numbers than the wild-type strain (Figure 9B). The capacity of the different strains to reduce 2,3,5-triphenyl-2H-tetrazolium chloride (TTC) in presence of oxygen peroxide (0.25 mM) was higher in wild type than in the mutant strain, and this phenotype was complemented by plasmid p402 (Figure 9C). However, the number of CFUs under these conditions was not affected in the mutant when compared with the wild-type strain. These results suggested that, under these conditions, the specific TTC-reducing activity of the wild-type strain was higher than that in the mutant, and, again, this phenotype was complemented by the expression of the *luxR402* gene.

## 3. Discussion

### 3.1. The *luxR402* mutant cells flocculated and had an altered envelop

LuxR-solos are regulatory proteins that are thought to be involved in cell–cell communication, although not many LuxR-solos have been functionally characterized. We have identified a LuxR-solo protein, named LuxR402, which controls the auto-aggregation capacity of *Novosphingobium* sp. HR1a. Auto-aggregation has been described as a common strategy to skip the deleterious effects of certain environmental clues, such as the presence of toxic compounds, antibiotics, lack of nutrients and oxidative stress (Trunk et al., 2018). Although auto-aggregation is a common phenomenon in bacteria, it is still poorly understood. Curli, fimbriae, exopolysaccharides, DNA and extracellular proteins have been described as structures that may facilitate aggregation (Salehizadeh and Shojaosadati, 2001; Sun et al., 2015; Nouha et al., 2018). *Novosphingobium* sp. HR1a did not auto-aggregate under normal laboratory conditions, however, in the absence of the LuxR402 protein, cells formed clumps and finally flocculated.

Four lines of evidence indicated that the cellular surface in the mutant had very different properties when compared with the wild-type strain. The first evidence came from the different aspect of the bacterial colonies and the lack of stain with Congo red. The second line of evidence was related with the differences in motility; twitching motility (flagellar-independent motility) was reduced in the wild-type strain. Furthermore, although we did not visualize the typical rafts (Römling, 2005) formed during swarming in 0.5% agar plates in the colonies of the wild-type strain, the colony morphology of the *luxR402* knockout mutant was clearly different. We cannot confirm that this behavior is related with swarming, but it clearly points to different properties in the cell surface. The third line of evidence came from the different morphologies of the cells that we observed under the microscope; whilst the wild-type cells presented the typical bacillary morphology of *Novosphingobium* (Liu et al., 2005; Li et al., 2017; de Lise et al., 2019), the mutant strain cells were coccoid. Finally, the hydrophobicity of the *luxR402* knockout cells was higher than that of the wild-type strain.

Although some LuxR-like proteins have been previously seen to be involved in flocculation in *Azospirillum brasilense*, *Azorhizobium caulinodans* ORS571 and *Sinorhizobium melitoti* (Pereg-Gerk et al., 1998; Sorroche et al., 2010; Liu et al., 2020), in these organisms, contrary to what we have observed, the lack of the protein causes the absence of flocculation. The AclR1 of *Azorhizobium caulinodans* ORS571 has been involved in the positive regulation of cell motility and flocculation, whilst this protein is negatively regulates the exopolysaccharide production and biofilm formation (Liu et al., 2020). ExpR is a LuxR-type regulator that controls several functions in *S. meliloti*, amongst them, the exopolysaccharide I (EPS I) composed of succinoglycan and EPS II (galactoglucan) (Sorroche et al., 2010).

### 3.2. LuxR402 senses sugar availability in the medium and participates in sugar uptake and degradation

Although LuxR402 has the typical length of a LuxR protein (291 amino acids) and the conserved helix-turn-helix (HTH) domain, it only has conserved three out of the seven amino acids of the AHL binding domain. However, we have determined that this protein responds to the addition of external *of N-*(3-hydroxyoctanoyl)-DL-homoserine lactone, and that the pattern of expression is typical of the LuxR-regulators, and is expressed early on in the stationary phase of growth and is auto-regulated. One of the main differences in the *luxR402* knockout mutant when compared with the wild-type strain (besides the higher level of expression of the *luxR402* promoter) is the fact that *luxR402* is transitorily expressed during the exponential phase in the mutant strain. The transcriptomic assays, carried out during this phase of growth when grown in glucose, reveal that the genes involved in sugar uptake and metabolism were down-regulated in the mutant. 

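Beside the porin and PTS genes, the listed genes described as enzymes of glycolysis or pyruvate dehydrogenation were all lower in the mutant strain, 6 of 6 with 1-phosphofructokinase included. The match was also meant for the Entner-Doudoroff pathway, but it took in no enzyme specific to that pathway. The phosphogluconate dehydratase gene HWN72_12855 of Table 1 is not among the listed features. The paper does not name the genes of this set other than 1-phosphofructokinase, and they are named here after their values were seen. Ubiquinone-dependent pyruvate dehydrogenase HWN72_00335 had a log2FC of -1.20 (standard error 0.12) and pyruvate dehydrogenase HWN72_28745 one of -1.12 (standard error 0.19). Smaller decreases were found for phosphoglycerate mutase HWN72_16300 (log2FC -0.40) and for the E1 subunits alpha and beta of the pyruvate dehydrogenase complex, HWN72_07825 (-0.33) and HWN72_07820 (-0.32). The 3 smaller ones were not called with the library totals, with TMM or without either wild-type replicate, although their sign stayed negative, and HWN72_28745 also lost its call without either wild-type replicate. The paper considers it conceivable that mutant cells sensed a lack of nutrients and modified their surfaces to aggregate. Its basis is the decreased expression of the porin, PTS transporter and 1-phosphofructokinase genes and the slower growth of the mutant in glucose. It also cites earlier work on more hydrophobic surfaces under poor growth conditions and on coccoid forms when nutrients are low.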

Our physiological studies indicate that in fact, the mutant strain grew more slowly in glucose than the wild-type strain. It has been described that under non-favorable growth conditions, bacterial cell surfaces become more hydrophobic, thus facilitating aggregation (Kjelleberg and Hermansson, 1984). The transition from bacillary forms to coccoid morphologies that formed biofilms under low-nutrient conditions has been described in *Acinetobacter* sp. (James et al., 1995). Therefore, it is conceivable that in the absence of a functional LuxR402, and through the decreased expression of the *HWN72_20595, HWN72_20600* and *HWN72_20605*, genes involved in sugar uptake and utilization, the mutant cells “sensed” a lack of nutrients, which in turn modified their cellular surfaces to aggregate and survive these sensed starvation conditions.

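The 2 features with the largest increase in the mutant strain are neighbours on the plus strand. HWN72_14090 (2939313 to 2940359), described as a protein of the homocysteine S-methyltransferase family, had 2174 and 1492 reads in the mutant libraries against 154 and 176 in the wild-type libraries, an 11.0-fold increase (log2FC 3.46, standard error 0.20, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HWN72_14095 (2940359 to 2940877), described as a GNAT family N-acetyltransferase, had 291 and 376 against 25 and 44 (log2FC 3.25, standard error 0.27). Both differences exceeded the spread between cultures and kept an adjusted p of at most 0.028 with each library left out. The next gene, methionine synthase HWN72_14100 (2940934 to 2943570), was not named by the paper and was chosen here after its values were seen. Its log2FC was 1.61 with a standard error of 0.10. Upstream, the methylenetetrahydrofolate reductase gene HWN72_14085, chosen in the same way, was lower (log2FC -0.41). The predicted transcript Novel00672 covers parts of HWN72_14090 and HWN72_14095 on the opposite strand, and whether the counting used the strand is not given in the sources used here.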

The transcriptomic assays also revealed, amongst the most up-regulated genes in the mutant, some genes involved in the inter-conversion of homocysteine and methionine. These genes participate in the activated methyl cycle (AMC) a cycle that is involved in AHL biosynthesis. In this cycle, the enzyme S-adenosylmethionine (SAM) synthase synthesized SAM using methionine and ATP as substrates (Fontecave et al., 2004). AHLs are synthesized from precursors derived from fatty-acid biosynthesis and S-adenosylmethionine (SAM) (Val and Cronan, 1998) therefore, it is possible that LuxR402 could also be involved in the regulation of AHLs biosynthesis.

### 3.3. LuxR402, directly or indirectly, regulates the correct assembly of the cell envelopes in *Novosphingobium* sp. HR1a

The down-regulation of the putative regulatory protein involved in lipopolysaccharide (LPS) biosynthesis (HWN72_14815) could orchestrate, at least partially, this cellular surface modification, although more experimental work will have to be carried out to further advance in the regulation cascade. In agreement with the modification in LPS suggested by the transcriptomic results and identified in the physiological experiments, a significantly higher number of peptides related with peptidoglycan biosynthesis and LPS assembly were identified among the extracellular proteins that are more abundant in the wild-type strain than in the mutant strain. In *E. coli*, it has been described that *murG* inactivation (*HWN72_12615*) provokes the inactivation of peptidoglycan biosynthesis and alterations in cell shape (Mengin-Lecreulx et al., 1991), phenotypes that correlate with the lack of detection of peptides that mapped with MurG in the *luxR402* mutant. As in the transcriptomic assays, the carbohydrate-selective porin OprB (HWN72_20595) was also identified at higher numbers amongst the extracytosolic proteins in the wild-type strain than in the mutant strain. The presence of higher amounts of proteins involved in the energy metabolism and cell division in the wild-type than in the mutant strain also supports a higher metabolic rate for *Novosphingobium* sp. HR1a.

In our micrographs of the *luxR402* knockout mutant, we could observe some structures that resembled outer membrane vesicles (OMVs) (Figure 3). OMVs have been involved in environmental mechanisms of adaptation. *Novosphingobium* sp. PP1Y is a bacterial strain that lacks LPS on the outer membrane surface and that forms flocks during the late exponential growth phase (Notomista et al., 2011). The formation of these OMVs has been correlated with the secretion of proteases and glycosylases, possibly involved in acquiring nutrients from extracellular environment (de Lise et al., 2019). In the *luxR402* knockout mutant (whose phenotype resembles that observed for *Novosphingobium* sp. PP1Y) we have observed an increase number of proteins related with polymer degradation (alginate) and also a glycosylase, suggesting that this increase could be a consequence of the “false detection” of nutrient scarcity in the cultures of the mutant strain.

When we challenged the cultures with an antibiotic that targeted cell wall biosynthesis (ampicillin) or with saline stresses, we did not observe significant differences in growth between the mutant and the wild-type strains suggesting that cell envelope integrity was not compromised in the mutant strain. However, addition of 0.5 mM H_2_O_2_ completely inhibits the growth of the mutant, while only retarding the growth of the wild-type, suggesting that cell envelope was less resistant to oxidative stress. This inability can be related with the decreased amount of catalases observed in the *luxR402* knockout mutant (Table 1) and it can be partially supported by the fact that the transcriptomic analyses revealed that four catalases genes (HWN72_02305, HWN72_28310, HWN72_28660 and HWN72_30395) are down-regulated in the mutant strain, although with log_2_FC around 0.6–0.7 (Supplementary Table S1). However, we have demonstrated that the mutant cells have less specific TTC-reducing activity than the wild-type, an ability that is related with the correct conformation of the electron transfer chain, supporting the idea of an abnormal configuration of the cell envelope as the mechanism for H_2_O_2_ susceptibility. Furthermore, the presence of H_2_O_2_ (at 0.5 mM or 0.2 mM) did not modified the expression of the *luxR402* promoter (not shown), supporting that the effect of this stress is an indirect consequence of the alteration in cell envelope configuration.

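All 4 catalase genes had lower counts in both mutant cultures than in both wild-type cultures. The normalized count of HWN72_02305 was 5811 ± 143 (SD, n = 2 cultures) in the mutant strain and 9582 ± 309 (SD, n = 2) in the wild-type strain, a log2FC of -0.72 (standard error 0.08, adjusted p = 5.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HWN72_28310 had 705 ± 36.6 and 1133 ± 34.3, with a log2FC of -0.68 and an adjusted p of 0.0048 from the same test. HWN72_28660, also in Table 1, had 1231 ± 7.51 and 2047 ± 435, so the wild-type cultures differed more, and its log2FC of -0.73 had a standard error of 0.14. HWN72_30395, described as a catalase family protein, had 694 ± 9.89 and 1066 ± 178, with a log2FC of -0.62 and an adjusted p of 0.018 from the same test. All 4 log2FC stayed negative under each scaling, but 3 were called lower with the library totals and 1, HWN72_02305, with TMM. Only HWN72_02305 kept an adjusted p under 0.05 with each library left out in turn, at most 0.045; HWN72_28310 and HWN72_30395 lost it without either wild-type replicate, and HWN72_28660 without wild-type replicate 1 (adjusted p 0.10).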

### 3.4. The presence of some toxic compounds inhibits the *luxR402* gene expression and provokes flocculation

The presence of adverse environmental conditions, in addition to starvation, can also cause auto-aggregation as a defense mechanism against stress (Farrell and Quilty, 2002; Klebensberger et al., 2006; Maganha de Almeida and Quilty, 2016); i.e. *Pseudomonas putida* CP1, although capable of degrading mono-chlorophenols, formed aggregates in the culture media when any of these phenols were in the culture media at high concentrations (Farrell and Quilty, 2002). In our experiments, we observed the formation of these clumps in the presence of salicylate (5 mM), a compound that is toxic for the cells at higher concentrations, although it is metabolized by *Novosphingobium* sp. HR1a.

In *P. aeruginosa* PAO1, that is able to grow with SDS, it was shown that cellular aggregation occurs in response to SDS (Klebensberger et al., 2006). This phenotype is controlled by the signal transduction system SiaABCD that also controls the Psl polysaccharide, the CdrAB two-parter secretion system and the CupA fimbriae formation. SiaA is putative ser/thr phosphatase and SiaD a di-guanylate cyclase and mutants in *siaA* have decreased content of cyclic-diguanosine monophosphate, a cytosolic second messenger (Colley et al., 2016). Furthermore, the flocculation phenotype modulated by SiaABCD that have been described as energy-dependent process; it only occurred under high energy supply, meaning that it is an active process (Klebensberger et al., 2006). In *Novosphigobium* sp. HR1a, we have observed, not only that the stress produced by salicylate induced flocculation of the culture, but also that the expression from the *luxR402* promoter in *Novosphingobium* sp. HR1a was completely eliminated in the presence of this compound. These results supported the idea that LuxR402 controls the flocculation phenotype as a resistance mechanism. By reducing *luxR402* expression in the presence of these toxic compounds, the cells will form clumps that will allow the survival of the strain in the presence of these toxins. The fact that LuxR402 modulates the PTS systems also correlate the ability of the strains to “sense” their energetic status with the flocculation phenotype.

### 3.5. Flocculation as a biotechnological trait

Flocculation is a type of microbial behavior that can be applied in industrial fermentation and wastewater treatment (Ojima et al., 2015). Many microbial species, mainly bacteria, produce extracellular biopolymers that mediate flocculation (Yokoi et al., 1995; Wu et al., 2010; Mabinya et al., 2012; Bisht and Lal, 2019; Jang et al., 2020). Bioflocculants are, in general, environmental friendly (Salehizadeh and Shojaosadati, 2001; Nontembiso et al., 2011), nonetheless, the high production cost has been a limitation to industrial scale production and application (Wan et al., 2013; Dlangamandla et al., 2016; Mohammed and Dagang, 2019). The purpose of the flocculation in biotechnological processes is to be able to remove biomass once the bioprocess has finished and therefore, the bacteria are able to flocculate by themselves and are biotechnologically relevant. By modulating the level of expression of *luxR402*, we would be able to avoid the use of additional flocculants thus decreasing the costs of the biotechnological processes.

## 4. Materials and methods

### 4.1. Strains, plasmids, primers and media used

Strains, plasmids and primers used in this study are described in Supplementary Table S2.

### 4.2. Growth experiments

The strains were grown overnight in LB medium plus the corresponding antibiotic to be used as inocula for the different experiments. For the analysis of the growth of the mutant and wild-type strain, 200 μL M9 minimal medium plus the corresponding carbon source at a final concentration of 10 mM were dispensed into wells of honeycomb microplates (OY Growth Curves AB Ltd., Raisio, Finland). The wells were inoculated with the overnight culture at an initial optical density (DO_660nm_) of 0.1. The cultures were incubated at 28°C with maximal agitation in a FP-1100-C Bioscreen C MBR analyzer system (OY Growth Curves Ab Ltd., Raisio, Finland). Growth was monitored using a type at 30°C with continuous agitation. Turbidity was measured using a sideband filter at 420–580 nm every 60 min for 42 h. Assays were run in duplicate and were repeated for at least three independent experimental rounds. In experiments in which GFP measurements were taken, growth was analyzed in a Varioskan device as shown below.

Congo red was added in minimal solid medium M9-glucose at a concentration of 25 μg mL^−1^ (Vozza et al., 2016). Swarming plates were prepared as described in Kearns (2010). In both cases a drop of 10 μL of the overnight LB-grown cultures were deposited onto the plate and incubated at 30°C for 4 days. Twitching agar plates were prepared as described by Turnbull and Whitchurch (2014). Afterwards the solid medium was punched out of the bottom of the petri dish plate with a sterile 100 μL pipette tip that was previously submerged in the overnight cultures. After 4 days of incubation at 30°C, the agar media was removed and the plates were rinsed with water. The plates were incubated for 5 min at room temperature with crystal violet (0.4% w/v in water), and washed with water previous to the visualization of the biofilms formed by the different strains (Haley et al., 2014). After that, crystal violet was resuspended in 1 mL of 30% acetic acid (v/v) and absorbance was measured at 595 nm.

TTC reduction experiments were performed as indicated in Defez et al. (2017). Bacterial trains were cultivated in M9 minimal media with glucose plus 0.25 mM H_2_O_2,_ till they reached OD_660nm_ ≈ 1. At that time, number of CFUs was analyzed and 300 μL of these cultures were centrifuged, cells were harvested and resuspended in a phosphate buffer containing 24 mM of TTC. After 10 min of incubation at room temperature, cells were again centrifuged and pellets were resuspended in DMSO to solubilize formed formazan. The production of this compound was measured in a spectrophotometer at λ = 510 nm; results were normalized taking into account the number of CFUs.

### 4.3. Microscopy

M9-glucose liquid cultures of *Novosphingobium* sp. HR1a or *luxR402* mutant strains were taken when the OD_660nm_ was around 0.8. The samples were treated with a mixture 1:1 (v/v) of glutaraldehyde (2.5%) and *p*-formaldehyde (2%) in 0.1 M cacodylate buffer (pH = 7.4) for 24 h at 4°C, and analyzed using a variable pressure scanning electron microscopy (Leo1430vp, 2 Zeiss dsm 950, 4 Supra40vp).

### 4.4. Bacteria adhesion to hydrocarbons (BATH)

Cell surface hydrophobicity was measured using the method described by Rosenberg et al. (1980). Briefly, exponentially grown cultures (OD_660nm_ ≈ 0.8–1) were harvested by centrifugation (5,000 rpm, 10 min, 4°C) and washed twice with 0.8% (w/v) NaCl. The cells were then re-suspended in 4 mL of 0.8% NaCl (final OD_660nm_ ≈ 0.6) and 0.6 mL of *n*-hexane were added. Solution was vortexed for 1 min and left for 10 min at room temperature. Afterwards, the OD_660nm_ of the water layer was measured (A). BATH (%) was calculated as (1−A/0.6) × 100.

### 4.5. Construction of the mutant in *luxR402*

Genomic DNA of *Novosphingobium* sp. HR1a was used as template for the amplification of a 497 bp fragment of the gene *orf402* using oligonucleotides 402-F and 402-R (Supplementary Table S2). This fragment was cloned into pMBL™-T plasmid, resulting in plasmid pMBL402. Plasmid pHP45ΩKm (Prentki and Krisch, 1984) was digested with *Bam*HI and *Sca*I. The Ω-Km cassette exscinded from plasmid pHP45ΩKm was extracted from an agarose gel and ligated into pMBL402, previously cut with *Bam*HI. The resulting plasmid pMBL402Km was transformed into *Novosphingobium* sp. HR1a by electroporation. The transformants that had integrated the plasmid into the host chromosome via homologous recombination were selected on LB plus kanamycin plates and checked by Southern blot hybridization (not shown).

### 4.6. Construction of pR402 reporter plasmid

The 295 intergenic region between *orf402* and orf*403* of *Novosphingobium* sp. HR1a was amplified with primers incorporating restriction sites (an *Eco*RI site in the primer designed to meet the 5’end and a *Pst*I site in the primer designed to meet the 3’end). Upon amplification, the DNA was digested with *Eco*RI and *Pst*I and ligated into the medium-copy number pSEVA637 vector (Silva-Rocha et al., 2013), previously cut with the same enzymes. The resulting plasmid pR402 was sequenced to verify the promoter sequence. This plasmid was electroporated into *Novosphingobium* sp. HR1a and/or the *luxR402* knockout mutant. The transformants were selected in LB plates plus gentamycin; individual colonies were grown in liquid media and the plasmid was extracted and digested with *Eco*RI and *Pst*I to verify the incorporation of the plasmid.

The analysis of *luxR402* expression was carried out by microtiter plate-based assays with the strain *Novosphingobium* sp. HR1a (pR402) or *Novosphingobium* sp. HR1a *luxR402* (pR402) knockout mutant using Greiner 96 black-welled plates. The overnight cultures grown in LB were diluted (after washing three times with distilled water) in M9 minimal medium supplemented with different carbon sources (at a concentration of 5 mM) to reach an initial OD_660nm_ of 0.05. Growth (30°C with continuous shaking at 360 rpm) and fluorescence (excited at 485 nm and read at 535 nm) were monitored in a Varioskan LUX Multimode Microplate Reader (Thermo Fisher Scientific Inc., Singapore). The measurements were normalized with the turbidity of the culture.

### 4.7. Complementation of the strain

The promoter region and the complete *luxR402* (1,084 pb) was amplified using primers in which *Eco*RI and *Bam*HI restriction sites were included (Supplementary Table S2) and, the DNA resulting from the amplification was digested with these restriction enzymes and ligated in the expression vector pBBR1MCS-5 (Kovach et al., 1995), previously digested with *Eco*RI and *Bam*HI. The resulting plasmid p402 was sequenced in order to verify the sequence. Plasmid p402 and pBBR1MCS-5 were independently electroporated into *Novosphingobium* sp. HR1a and in the *luxR402* knockout mutant. The transformants were selected in LB plates plus gentamycin (50 μg mL^−1^). Individual colonies were grown in liquid media and the plasmid was extracted and digested with *Eco*RI and *Bam*HI to verify the incorporation of the plasmid. Positive colonies of each strain *Novosphingobium* sp. HR1a (p0), *Novosphingobium* sp. HR1a (p402), *Novosphingobium* sp. HR1a *luxR402* (p0), *Novosphingobium* sp. HR1a *luxR402* (p402) were used in the complementation assay as indicated in the text.

### 4.8. RNA-seq experiments

Five mL of cultures at exponential phase of growth (OD_660nm_ 0.8) grown in M9 minimal medium plus glucose of *Novosphingobium* sp. HR1a and the *luxR402* mutant were centrifuged (6,000 rpm during 10 min) and the pellets were immediately frozen in liquid N2 and stored a −80°C.

Total RNA extraction and preparation of libraries were carried out as in Molina et al. (2021). Briefly, the RNA was extracted using the Trizol method (TRIzol RNA Isolation Reagents, Thermofisher Scientist), followed by DNAse treatment and purification with the RNeasy Mini Kit (Qiagen). One microgram of RNA per sample was used to prepare the sequencing libraries, which were generated by Novogen (Hong Kong). Sequencing procedures and sequencing analysis was also done by Novogen as previously described (Molina et al., 2021). Two independent cultures of each strain were used for the analysis.

### 4.9. Proteomic analysis (iTRAQ)

20 mL sof overnight M9-glucose cultures of *Novosphingobium* sp. HR1a and the isogenic *luxR402* mutant at early stationary phase of growth (OD_660nm_ 1.8–2.1) were vigorously vortexed for 1 min before pelleting the cells by centrifugation (6,000 rpm, 4°C, 10 min). The supernatants were filtrated using a 22 μm filter (syringe filter 0.2 μm, Whatman) and sent for analysis to the proteomic facility at the CNB-CSIC (Madrid, Spain; http://proteo.cnb.csic.es/proteomica). 12 mL of each sample was concentrated using the Amicon^®^ Ultra-4 filter units (Merck Millipore, cutoff MWCO 3,000) by centrifuging 4 mL of the supernatant at 4,000×*g* at 4°C for 30–40 min and the procedure was repeated 3 times. After concentration, the filter membrane was washed with 100 μL of 5% (v/v) SDS buffer. The final protein concentration was measured by a Bradford method compatible with the presence of detergents (A660 nm), protein quantities varied between 6 and 17 μg. The samples were dried and re-suspended in 100 μL of lysis buffer with 5% SDS supplemented with 100 mM Tris (2-Carboxyethyl) phosphine hydrochloride (TCEP) and 200 mM chloroacetamide (CAA) to reduce and alkylate the proteins. The samples were digested with 1 μg of trypsin. Tryptic peptides were cleaned using C18 stage tips and 800–1,000 ng of these peptides (quantified by QBIT) were analyzed by liquid nano-chromatograpy (Thermo Ultimate 3,000) (C18 reverse phase, 75 μm inner diameter and 25 cm length, flux 250 nLmin^−1^, 60 min), coupled to DDA mass spectrometry (Thermo Orbitrap Exploris OE240).

The obtained MS1 and MS2 specters were used to search, using Peaks 7.5, against, a database formed by 6,069 entries of *Novosphingobium resinovorum* SA1 and a list of common laboratory contaminants. Search parameters were set as follows: (i) peptide mass tolerance ±10 ppm for ion precursors and 0.02 Da for fragments masses; (ii) fix modification, cysteine carbamydomethylation as; and (iii) variable modifications, acetyl at the N-terminal and methionine oxidation [Gln- > pyro-Glu (N-term Q), Glu- > pyro-Glu (N-term E)].

We considered the number of total peptides as an estimate of the relative abundance of the protein. Only the proteins identified with more than 6 peptides were considered relevant.

### 4.10. Statistical analysis

Statistical differences between the different categories inside each experiment were determined using SigmaPlot 11 program, using *t*-test analysis or Mann–Whitney Rank Sum Test.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE223267.

## Author contributions

AS and LM carried out the experimental design and work, and writing the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grant number BIO2017-85994-P financed by MCIN/AEI/10.13039/501100011033/ and “ERDF A way of making Europe” and Grant number PID2020-116766GB-I00 financed by MCIN/AEI/10.13039/501100011033.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

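RNA-seq libraries of 2 cultures of wild-type Novosphingobium sp. HR1a and 2 cultures of the luxR402 mutant strain were analysed. The condition and replicate number of each library were taken from the library labels and from the paper. The labels name a pahT mutant, whilst the paper, whose Supplementary Table S1 holds identical counts for all 1055 features in each of the 4 libraries, describes a luxR402 mutant; the mutated gene was taken from the paper.

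According to the labels and the paper, total RNA was extracted with Trizol, treated with DNAse and used for paired-end Illumina libraries, and the sequencing provider analysed the reads. The aligner, the counter, the use of strand, the genome build and the authors' test are not given in the sources used here; the paper refers to an earlier article for them. The authors deposited 1 table with the count of reads per feature. The normalized count in the table is a signal that the authors obtained by dividing each count by 1 size factor per library. The FPKM values were computed by the authors from the count, the feature length and the total reads of the library, and the same total came back from each feature to the nearest read. The log2 fold change (mutant over wild-type), p-value and adjusted p-value in the table are those of the authors. The table lists only the features that the authors called changed, 411 higher and 644 lower, out of 6876 features that their adjusted p-values imply. No per-sample column was left unused, and 959 of 966 locus tags matched the RefSeq gene table, which was used for names only.

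The depth was 16849332 and 17464586 reads for the mutant libraries and 18414520 and 18736125 for the wild-type libraries. Whether the number of cultures or depth limited the precision for abundant features was not compared. The named features with fewer than 50 reads in every library had standard errors from 0.42 to 0.63 in log2FC.

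From the counts, edgeR (version 4.0.16, R 4.3.3) was run with filterByExpr, which kept all 1055 features, glmQLFit and glmQLFTest, and strain as the only term. Scaling by TMM had been set before the data were examined. It was replaced by the size factors of the authors after the table was seen to hold only called features, because TMM takes the bulk of the features as unchanged; the TMM result is reported as an alternative. P-values were adjusted by the Benjamini-Hochberg method over 6876 tests with the listed p-values in the first ranks, so that each adjusted p is an upper bound. The prior of the dispersion was estimated on features that had already been selected as changed, so the adjusted p-values describe these features and are no independent test of the selection. The standard error is the absolute log2FC divided by the square root of the F statistic. A threshold of 0.05 on the adjusted p was used.

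The fit was tested on simulated data with 1055 features, of which 200 were changed by known amounts, for the comparison of mutant and wild-type strains. All of the features (100%) changed by a log2FC of 1 or more and 88.7% of those changed by 0.6 were recovered. Of 203 calls 5.42% were false, and none had the wrong sign. In the simulation most features were unchanged, the dispersion was the same for each, and the p-values were adjusted over 1055 tests instead of 6876. Its smallest change was 0.6, whereas the median log2FC of the listed features was -0.36. These rates therefore do not describe the 951 calls made on the data.

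Gene sets were defined by patterns on the product description. The competitive and self-contained set tests planned for them (camera and fry of limma) were not run, since the unchanged features needed as a background are not listed and each member had been selected as changed. The numbers of members in each direction are given instead. The genes named in the text are those that the paper names in Table 1, Table 2 and its text, and the 10 features with the largest increase and the 10 with the largest decrease among those with an adjusted p under 0.05 and with both mutant cultures beyond both wild-type cultures. The values of Supplementary Table S1 were known when this rule was written. Other genes are said where they appear to have been chosen after their values were seen. The genes murG (HWN72_12615), HWN72_19575, HWN72_19576 and HWN72_04325 are not among the listed features.

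Alternatives planned at the outset were RLE factors, library totals only, no filter, replicate number as a block, no predicted transcripts, each library left out in turn, DESeq2 (version 1.42.0) with its own size factors, run without the independent filtering that had been planned, and glmTreat against a log2FC of 1. TMM, planned as the main scaling, was kept as an alternative. Alternatives added later were a crossed block, DESeq2 with the size factors of the authors, the reads outside the list as library size, and adjustment over the listed features only. Permutation tests of sets against abundance used 10000 draws within 10 classes of mean normalized count. Whether reads were shared between copies of repeated genes could not be examined from counts. Python 3.11.15 was used for the tables and figures.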

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

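The permutation tests and the comparison of ratios in this part were chosen after the values were seen, as was the use of the authors' size factors in place of TMM, whereas edgeR's quasi-likelihood test, TMM, the RLE factors, the library totals and the leaving out of each library were set before. Apart from the tRNA-Ser gene HWN72_21235, which is in Table 2, the features below are not discussed by the paper. Each was above or below both wild-type libraries in both mutant libraries, which chance gives in 33.3% of features for 2 libraries against 2.

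Predicted transcripts on the opposite strand of genes of Table 2 changed with those genes. Novel00887, over the porin and PTS genes, had a log2FC of -3.01, Novel00672, over HWN72_14090 and HWN72_14095, one of 2.67, and Novel00088, within luxR402, one of 2.41. A technical explanation is that a constant share of the sense reads was counted on the opposite strand. That share should then be equal in both strains. Among 11 predicted transcripts that are covered for at least 80% by listed genes of the opposite strand whose summed log2FC was 1 or more in size, the number of reads per 100 sense reads was higher in both libraries of the strain with less sense transcript for 7. For Novel00672 it was 7.06 and 7.33 in the mutant strain and 12.3 and 11.8 in the wild-type strain, and for Novel00088 it was 14.0 and 17.0 against 24.6 and 21.7. The sense count sets both the direction and the ratio, and the features share the same 4 libraries, so their number gives no test. A constant share and antisense transcription that follows the gene cannot be told apart for these features. A constant share on top of an antisense level of its own was not tested and stays open.

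Novel00919 had a log2FC of 2.89 from 31 and 31 reads in the mutant strain and 7 and 1 in the wild-type strain, with a standard error of 0.63. It overlaps no listed gene. Without wild-type replicate 1 its log2FC was 4.79 and without wild-type replicate 2 it was 2.09, and in both cases it was no longer significant, so its size rests on a few wild-type reads. No biological explanation was tested.

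Genes HWN72_12720, HWN72_19015 and HWN72_19045, described as hypothetical proteins, were among the 10 features with the largest decrease, with log2FC of -1.81, -1.81 and -1.79. Their mutant cultures differed from each other, with 588 and 348 reads for HWN72_12720, 193 and 94 for HWN72_19015 and 533 and 274 for HWN72_19045, and the second mutant culture was the lower one in each. All 3 lost significance without either wild-type replicate and kept their sign under every scaling. Whether the difference between the mutant cultures is technical was not tested, and the decrease in both stays open as an effect of the strain.

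All 24 listed tRNA genes were higher in the mutant strain under every scaling, with log2FC from 0.51 to 2.04 and a median of 1.27, and 23 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; without wild-type replicate 1 the number was 4 and without wild-type replicate 2 it was 3. Another 30 of the 54 tRNA genes of the RefSeq table are not listed, so the pattern covers called genes only. The trend that rare features were mostly higher gives 16.9 higher genes among 24 of the same abundance (permutation test, one-sided p = 2.0e-04). The tRNA genes were made a set because many of them were seen in Supplementary Table S1, so this p is no independent test and the trend stays open as a cause. Retention of short RNA in the mutant libraries predicts a rise of other short features. Of 40 other listed features of 200 bases or less 22 were higher, against 20.9 in features of the same abundance (permutation test, one-sided p = 0.413). No such rise was detected, but whether these features are whole RNAs of that length was not examined, so retention and a higher tRNA level in the mutant strain cannot be told apart. The difference in growth between the strains also stays open and was not tested.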

How the results depend on the processing

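TMM had been set as the scaling at the outset, and the size factors of the authors replaced it only after the data were seen. The crossed block, DESeq2 with the size factors of the authors, scaling by the reads outside the list and adjustment over the listed features only were also chosen after the data were seen; the other alternatives were set before. The log2FC of luxR402 was 2.99 and lay between 2.84 and 3.31 over the alternatives other than glmTreat. The gene was significant in each of these, whereas its own result under glmTreat is not given here. Counts past a log2FC of 2 or -2 are given here for called features. A log2FC of -2 or less was found for 5 to 9 features, and the 4 porin and PTS genes and HWN72_14810 were significant throughout.

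The number of calls and their split moved with the scaling. With the size factors of the authors 951 features were called, 361 higher and 590 lower. With the library totals there were 686, 400 higher and 286 lower, and 16 instead of 13 with a log2FC of 2 or more. With the reads outside the list as library size there were 709, 358 higher and 351 lower, and 15 past 2, and the median log2FC moved by 0.064. With TMM over the listed features there were 590, 406 higher and 184 lower, and 22 past a log2FC of 2. With RLE factors there were 555, 409 higher and 146 lower, and 24 past 2. DESeq2 with its own size factors gave 576, 411 higher and 165 lower, and 26 past 2. The median log2FC of the listed features moved by 0.14 with the library totals and by 0.25, 0.32 and 0.32 under the last 3, which is the construction of the alternatives, since these 3 centre on a list of changed features. TMM shared 545 calls with the main result. RLE changed the sign of 67 features, and HWN72_00770 (0.0299) and HWN72_15095 (0.0064) became positive; in DESeq2 with its own size factors they did so too (0.0299 and 0.0064). DESeq2 with the size factors of the authors gave 940 calls, 347 higher and 593 lower, of which 914 were shared.

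Calls in gene sets also moved with the scaling. Called lower were 8 TCA genes, against 2 with the library totals and 1 with TMM, RLE or DESeq2 with its own size factors; 17 oxidative phosphorylation genes, against 10, 3, 1 and 1 in that order; 6 glycolysis and pyruvate dehydrogenase genes, against 3 in each; 16 genes of 2-component systems, against 6, 3, 2 and 2; and 7 ribosomal protein genes, against 1, 0, 0 and 0. With the reads outside the list as library size the numbers were 3, 13, 3, 6 and 2.

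Leaving out 1 library gave 117 to 899 calls, 36 to 337 higher and 81 to 562 lower, with 7 to 17 called features past a log2FC of 2 and 6 to 9 past -2. Called or not, 12 to 17 features were past 2, and 7 were past -2 without wild-type replicate 1. The low ends came without wild-type replicate 1 (117 calls) or 2 (121), when the dispersion from the mutant pair was 0.0101 with 4.22 and 4.24 prior degrees of freedom; without a mutant replicate the wild-type pair gave 0.00545 with an infinite prior. The drop went with the larger dispersion and the smaller prior, as the median shift in log2FC was only -0.0171 and 0.0174. The share of each in the drop was not tested. The lone culture is then assumed to vary like the pair. The numbers called lower ranged from 1 to 8 for the TCA cycle, from 0 to 17 for oxidative phosphorylation, from 2 to 6 for glycolysis and pyruvate dehydrogenase, from 1 to 13 for 2-component systems and from 0 to 10 for ribosomal proteins. The numbers called higher ranged from 0 to 4 for 2-component systems, from 0 to 4 for peptidoglycan synthesis, from 0 to 5 for ribosomal proteins and from 3 to 23 for tRNA genes. No listed feature changed sign without any one library.

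The replicate numbers did not pair the cultures. The difference between replicates 1 and 2 in the mutant strain correlated across the listed features with that in the wild-type strain at -0.157 (features are not independent replicates). With the replicate block 977 features were called, 379 higher and 598 lower, of which 919 were shared. With the crossed replicate block 942 were called, with 7 of 12 features past a log2FC of 2.

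Against a log2FC of 1 (glmTreat) 8 features were higher and 8 lower. Without the filter nothing changed, since it removed no feature. Without the predicted transcripts 840 features were called, 319 higher and 521 lower. Adjusted over the listed features only, all 1055 were called. Camera with an estimated correlation and fry were not run, as the table holds called features only. Of the 36 named genes besides luxR402, 26 kept their side of the threshold with TMM, 30 with the library totals, 15 without wild-type replicate 1 and 16 without wild-type replicate 2. Depth limited features such as HWN72_23475, HWN72_21935 and Novel00919, with 1 to 11 reads in the wild-type libraries.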

Differences from the paper's values

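The paper states no error for its counts or log2FC. With the size factors of the authors, chosen after the table was seen, no count differed from the paper's by more than 1.5 times. No stated log2FC differed by more than the standard error of the re-analysis. The counts, the size factors and the list of features were those of the authors, so this closeness is no independent check. For features with a log2FC of -2 or less the paper gives 5 and the re-analysis 6, the sixth being the predicted transcript Novel00887. For a log2FC of 2 or more the paper gives 10 and the re-analysis 13, with Novel00919, Novel00672 and Novel00088 in addition; without the predicted transcripts the re-analysis gave 5 and 9, Novel00673 of Table 2 being left out. The paper's 644 down-regulated genes compare with 590, and its 411 up-regulated genes with 361; adjustment over the listed features only, chosen after the values were seen, gives 644 and 411 and drops none of the paper's calls, but it adjusts over features selected on the same libraries. With TMM, the scaling set before the data were examined, 184 were lower and 406 higher, and 22 had a log2FC of 2 or more, so the counts of lower features and of those past 2 differed from the paper's by more than 1.5 times.

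The paper places genes of 2-component systems among the up-regulated functions. By product description, 17 of 22 listed genes were lower and 5 higher in the mutant strain; with TMM 3 were called lower and 5 higher. It also places ribosome genes there. Of 16 listed ribosomal protein genes 10 were lower and 6 higher, of which 7 and 4 were called; with the library totals 1 was called lower and 6 higher, and with TMM 0 and 6. For peptidoglycan synthesis, which the paper also gives as up-regulated, 4 of 7 listed genes were higher and 3 lower, all called; with the library totals and with TMM 4 were called higher and 1 lower. Without the lytic transglycosylase domain gene HWN72_14945 there were 3 higher and 3 lower. The higher ones were then the genes of penicillin-binding protein 2 and of the UDP-N-acetylmuramoyl ligases. The lower ones were those of the murein L,D-transpeptidase and the penicillin-binding protein activators. For the TCA cycle and oxidative phosphorylation 8 of 8 and 17 of 19 listed genes were lower, as in the paper, and for the TCA cycle 7 of 7 without 2-methylcitrate synthase. The KEGG terms behind the paper's statement were not used here.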

Other observations

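The tests of explanations in this part were chosen after the values were seen, as were the use of the authors' size factors in place of TMM and the scaling by the reads outside the list; edgeR's quasi-likelihood test, the RLE factors and the library totals were set before.

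Direction depended on abundance among the listed features. When they were divided into sixths by mean normalized count, 80.1% were higher in the mutant strain in the lowest sixth and 11.9% in the highest. With RLE factors, which changed the sign of 67 features, the share was 80.1% in the lowest sixth, where no sign changed, and 38.1% in the highest. The features were selected with the size factors of the authors, so the part of these factors in the trend stays open. A uniform DNA background in the mutant libraries would add the same FPKM to every feature. The median rise of the higher features in the lowest sixth was 8.58 FPKM, but 70 listed features had a mean FPKM below that in the mutant strain, so a uniform background of this size is excluded. An uneven background, the selection of the listed features by the authors' test and a different growth state of the mutant cultures stay open, and single features outside the list were not analysed here.

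More features were lower than higher with the size factors of the authors, but 286 were called lower and 400 higher with the library totals. With the reads outside the list as library size 351 were called lower and 358 higher. The excess of lower calls may therefore come from the scaling, although 644 log2FC were negative and 411 positive under all 3 scalings. Each mutant library had fewer reads per unit of size factor (16809563 and 17149124) than each wild-type library (18745709 and 18545432), a mean difference of 8.94%. For the reads outside the list the difference was 4.32% (12140760 and 12490053 against 12984584 and 12758139), so a large part of the first difference lies in the listed features. Which scaling is right for these strains cannot be decided without single features that did not change.

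The luxR402 count was 7.95-fold higher in the mutant strain. The integrated plasmid carries a second copy of a 497-base fragment of the gene. If that copy were transcribed like the gene, the count over 1011 bases would rise at most 1.49-fold. The paper gives LuxR402 291 amino acids, fewer than the 336 codons of the length in the table, and over a gene of that size the rise would be at most 1.57-fold, whereas the lowest mutant library was 6.59-fold above the highest wild-type library in normalized count. Duplication alone is excluded by this difference. Transcription that starts in the inserted plasmid and runs into the gene, and higher activity of the luxR402 promoter, cannot be told apart from these counts. The table gives 1 count for the whole gene. The paper's GFP reporter, on a separate plasmid, showed earlier and higher expression from the luxR402 promoter in the mutant strain. It measures the promoter apart from the insertion, but it does not divide this count.

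Of 89 listed predicted transcripts, 71 overlap a listed gene on the opposite strand, and all 71 changed in the direction of the overlapping genes (Spearman's rho 0.943 across features, which are not independent replicates). They had a median of 13.0 reads per 100 reads of those genes. Among 35 that are covered for at least 80% and whose genes changed by less than 1 in log2FC, the ratio did not overlap between the strains for 7, below the 33.3% that chance gives, so a constant share of sense reads counted on the opposite strand cannot be told apart there from antisense transcripts that follow the genes; the changes are too small for the ratio to decide.

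All 11 listed transposase genes were higher in the mutant strain (log2FC from 0.38 to 1.67), and 10 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Features of the same abundance would give 6.94 (permutation test, one-sided p = 0.0033). This set was not fixed beforehand and was noticed among many product descriptions, so the test cannot exclude the abundance trend. Reads shared between copies cannot be told apart from a rise of single copies for these 11 genes, since the table does not say how reads with several matches were counted.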
